# A Hierarchical Transcriptional Regulatory Network Required for Long-Term Thermal Stress Tolerance in an Industrial *Saccharomyces cerevisiae* Strain

**DOI:** 10.3389/fbioe.2021.826238

**Published:** 2022-01-18

**Authors:** Yuman Gan, Xianni Qi, Yuping Lin, Yufeng Guo, Yuanyuan Zhang, Qinhong Wang

**Keywords:** transcriptional regulatory network, transcription factor, RNA sequencing, long-term thermal stress tolerance, industrial strain, *Saccharomyces cerevisiae*

## Abstract

Yeast cells suffer from continuous and long-term thermal stress during high-temperature ethanol fermentation. Understanding the mechanism of yeast thermotolerance is important not only for studying microbial stress biology in basic research but also for developing thermotolerant strains for industrial application. Here, we compared the effects of 23 transcription factor (TF) deletions on high-temperature ethanol fermentation and cell survival after heat shock treatment and identified three core TFs, Sin3p, Srb2p and Mig1p, that are involved in regulating the response to long-term thermotolerance. Further analyses of comparative transcriptome profiling of the core TF deletions and transcription regulatory associations revealed a hierarchical transcriptional regulatory network centered on these three TFs. This global transcriptional regulatory network provided a better understanding of the regulatory mechanism behind long-term thermal stress tolerance as well as potential targets for transcriptome engineering to improve the performance of high-temperature ethanol fermentation by an industrial *Saccharomyces cerevisiae* strain.

## Introduction

Yeast cells are constantly exposed to various environmental stresses, either in nature or in industrial applications, such as nutrient limitation, temperature, oxidative, osmotic, chemical, and acid stresses, etc. (Boer et al., 2003; Morano et al., 2012; Takagi and Kitagaki, 2015; Song et al., 2021). To cope with these adverse situations, yeast cells have evolved remarkably sophisticated and flexible transcriptional regulatory networks that allow them to survive and thrive in harsh conditions, accompanying the induction of stress defense as well as alterations in cell growth and physiological activities (Gasch et al., 2000; Lopez-Maury et al., 2008; Ho and Gasch, 2015; Taymaz-Nikerel et al., 2016). Dissecting and understanding the transcriptional regulatory networks of yeast in response to different stresses can not only inform stress biology and disease signaling in basic research (Ho and Gasch, 2015) but also facilitate the design of strategies for improving stress resistance in strains of industrial interest in applied research (Lam et al., 2010).

From the view of application, transcriptome engineering to rationally manipulate the transcriptional states of cells provides a powerful strategy for successfully developing strains with desirable stress tolerance traits for the yeast-related industry (Lam et al., 2010; Kuroda and Ueda, 2017). Furthermore, transcription factors (TFs) are considered to be the best target for mutagenesis to achieve a desired phenotype in transcriptome engineering applications because they are not only a major component of the transcription machinery but also play a central role in transcriptional regulatory networks of the stress response (Estruch, 2000; Brent, 2016; Soontorngun, 2017). In previous studies, one general transcription factor Spt15p, a TATA-binding protein, has been broadly used for mutagenesis to enhance yeast ethanol tolerance (Alper et al., 2006; Seong et al., 2017). Recently, more transcriptome engineering applications focusing on certain stress-specific transcription factors via overexpression or site mutagenesis, such as Pdr1p and Pdr3p regulating the pleiotropic drug response and Haa1p involved in adaptation to weak acid stress, have been employed to promote tolerance against alkane biofuels (Ling et al., 2015) or acetic acid (Swinnen et al., 2017), respectively. To date, however, fewer transcriptome engineering applications have been explored for improving yeast thermotolerance, which is a suitable property for high-temperature fermentation technology (Abdel-Banat et al., 2010), partially due to a lack of a thorough understanding of master transcription factors and transcriptional regulatory networks specifically involved in the response to long-term thermal stress instead of the heat shock response under short-term thermal stress (Gao et al., 2016).

To investigate the global cellular response of *S. cerevisiae* to heat or other stresses, two basic approaches have been used. One approach is transcriptome analysis to study the genome-wide reprogramming of gene expression, which thereby helps to prioritize master transcription factors that are involved in the control of differential gene expression under stress conditions (Gasch et al., 2000; Causton et al., 2001; Ma and Liu, 2010). In this way, the heat shock transcription factor Hsf1p and the general stress transcription factors Msn2p and Msn4p (Msn2p/4p) were well identified to be primary modulators of the heat shock response to govern heat-induced transcription of heat shock protein (HSP) genes in *S. cerevisiae* (Verghese et al., 2012). Another approach screened the *S. cerevisiae* deletion strain collection to identify single gene deletions that influence cell survival at different levels of heat stress (Zakrzewska et al., 2011; Gibney et al., 2013; Jarolim et al., 2013). These studies on genome-wide libraries of yeast deletion strains revealed that the genes required for heat-shock survival have little overlap with the heat-activated or repressed genes, and a small portion of them are regulated by the heat-shock transcription factor Hsf1p (Gibney et al., 2013; Jarolim et al., 2013). The cell division transcription factors Swi6p and Hac1p, which are involved in the unfolded protein response, were found to play roles in the maintenance of heat shock resistance (Jarolim et al., 2013). In contrast to the above studies focusing on the heat shock response under short-term thermal stress, our recent studies indicated that *S. cerevisiae* has a distinct regulatory mechanism of thermotolerance under long-term thermal stress through proteomic surveys and identified 23 transcription factors whose transcriptional expression was uniquely induced in response to prolonged thermal stress compared with the heat shock response (Shui et al., 2015; Xiao et al., 2018).

In the present study, we further compared the effect of the single-gene deletion of twenty-three previously identified transcription factors on cell growth and physiological activity under prolonged thermal stress with those on heat shock survival, thus unravelling three specific transcription factors—Sin3p and Srb2p—required for maintaining physiological activities of yeast cells under long- but not short-term thermal stress. Additionally, the deletion of *MIG1*, which was previously identified to be the most significantly upregulated specific transcription factor at prolonged thermal stress (Xiao et al., 2018), showed no apparent effect on cell growth and physiological activity at prolonged thermal stress or heat shock survival. Next, aiming to uncover how these three core and specific TFs could be involved in regulating transcriptional responses to long-term thermal stress in similar or different ways, the genome-wide transcriptome profiles of single TF deletion strains of *SIN3*, *SRB2* and *MIG1* grown at high temperature were analyzed and compared by next-generation sequencing (RNA-seq) using the wild type strain as a reference. Eventually, a hierarchical transcriptional regulatory network centered on these three transcription factors, was illustrated to be required for the long-term thermal stress tolerance of *S. cerevisiae*.

## Materials and Methods

### *S. cerevisiae* Strains

The strains used in this study are listed in Supplementary Table S1. Strain ScY01a, a strain of mating-type a, was derived from an adaptively evolved thermotolerant strain ScY01 (Shui et al., 2015) and used as host strains as specified in the text. ScY01 is an industrial strain. To disrupt key transcription factors (TFs) in strain ScY01a, three approaches based on PCR amplification and one-step gene replacement were employed depending on which one could work efficiently in our strain (Guldener et al., 1996). The gene disruption cassettes containing the *Kan*MX expression module flanked by homologous sequences to the target TF were either obtained using fusion PCR or direct PCR amplification from the yeast knockout collection (BY4743 deletion collection, EUROSCARF, Frankfurt, Germany). To delete the whole ORF of *ABF1*, *FHL1, MIG1, PDR3, RAP1, RLM1, SIN3, SRB2, STB5* and *YHP1*, the *KanMX* expression cassettes were amplified using TF-specific primers from the plasmid pUG6 (Guldener et al., 1996), and fused with approximately 500-bp homologous sequences located upstream and downstream of the TF ORF that were PCR amplified from ScY01a genomic DNA (for primers, see Supplementary Table S2). To disrupt the ORF of *SK O 1*, *SKN7*, *SNF2*, *SOK2* and *YAP1*, the TF-specific *Kan*MX expression cassettes were fused with approximately 500-bp homologous sequences located at the beginning and end of the TF ORF that were PCR amplified from ScY01a genomic DNA (for primers, see Supplementary Table S2). To knock out *ASH1, CBF1, CDC73, CST6, GCR2, ISW2, MBP1, SWI4, ACE2, TEC1 and SFP1*, their null alleles, marked by *Kan*MX, were amplified from the yeast knockout collection (BY4743 deletion collection, EUROSCARF, Frankfurt, Germany) (Wang and Chen, 2015). All the gene disruption cassettes were separately transferred into the ScY01a background using the electrotransformation method (Becker and Guarente, 1991). Positive transformants were selected on G418 selective plates, which contained 10 g/L yeast extract, 20 g/L tryptone, 20 g/L of glucose, 20 g/L agar and 400 μg/ml of geneticin G418. To confirm successful deletion, diagnostic PCR reactions with primers (see Supplementary Table S2) targeting approximately 200 bp upstream of the TF gene and the KanMX-specific primer (KanMX-vf-Rv) were used. Following the previously reported method of overexpressing *SRB2* and *MIG2* (Xiao et al., 2018), *SIN3* overexpression was performed using the low-copy commercial plasmid pRS316, and was driven by its original promoter and a constitutively strong promoter of *TEF1*, respectively.

### Micro-Aerobic Fermentation

Flask fermentations were performed under micro-aerobic conditions at 40°C for 36 h and at 30°C for 24 h, where cells were grown with shaking at 220 rpm in 100 ml flasks containing 50 ml fermentation media. Samplings were conducted every 4–6 h. YP medium (10 g/L yeast extract, 20 g/L tryptone) containing 200 g/L glucose was used as the fermentation medium. To prepare seeds, yeast cells on G418 selective plates were grown in 50 ml flasks containing 20 ml YP media with 200 g/L glucose at 30°C overnight (∼15 h). Cells were harvested by centrifugation and then inoculated into fermentation media. The initial OD_600_ used for micro-aerobic fermentation was 0.5.

### Spot Tests for Heat-Shock Survival

Heat-shock assays and spot assays of cell survival were performed as described previously with some modifications (Gibney et al., 2013; Jarolim et al., 2013). Yeast cells were grown in 10 ml tubes containing 3 ml YP medium with 200 g/L glucose at 30°C with shaking at 220 rpm overnight (∼15 h). Cells were harvested by centrifugation and inoculated into 25 ml YP medium with 200 g/L glucose in 50 ml flasks, to achieve an initial OD_600_ value of 0.2. The cell cultures were grown to early log phase at 30°C with shaking at 220 rpm for 5 h. Two aliquots containing an appropriate amount of cells were harvested and resuspended in 1 ml supernatants to obtain cell suspensions with an OD_600_ of 5.0. One aliquot of cell suspension was placed on ice as a preheat shock control. The other aliquot of cell suspension was transferred to a 10 ml tube, and incubated at 50°C for 30 min with shaking at 200 rpm, and immediately chilled on ice for 5 min. Both preheat shock and heat-shock aliquots of cell suspensions with an OD_600_ of 5.0 were diluted to OD_600_ of 1.0, 0.3, 0.1, 0.03, 0.01, and 5 µl samples at each dilution spotted on YPD plates (YP medium with 20 g/L glucose), which were incubated at 30°C for 48 h.

### RNA Sequencing and Data Analysis

Three key TF deletion strains, ScY01a (*sin3∆*), ScY01a (*srb2∆*) and ScY01a (*mig1∆*), as well as the wild-type strain ScY01a (Supplementary Table S1) were subjected to transcriptome analysis using RNA sequencing. Micro-aerobic cultures of these four strains with an initial OD_600_ of 0.2 were carried out at 40°C in biological duplicates using 50 ml YP medium with 200 g/L glucose in 100 ml flasks with shaking at 220 rpm. After cell incubation for 10 h to early log phase, cells were harvested in Falcon tubes precooled in liquid nitrogen by centrifuging for 5 min. Due to the experimental setup issue, culture samples grown at 30°C were prepared in a different batch of experiments. The supernatant was removed, and the pellet was stored at −80°C until further use.

RNA extraction and sequencing libraries were prepared and sequenced on the Illumina HiSeq platform using 150-bp paired-end sequencing by Genewiz Inc. (Suzhou, Jiangsu, China). The *S. cerevisiae* S288c genome was used as a reference, and downloaded from RefSeq at NCBI (sequence assembly version R64, RefSeq assembly accession: GCF_000146,045.2) including 16 chromosomes and the mitochondrial genome (www.ncbi.nlm.nih.gov/refseq/). An average of 17.8 ± 0.4 million cleaned reads and an average mapping rate of 63.4 ± 4.0% corresponded to approximately 140-fold coverage of the reference genome (total size of 12.17 Mb) were generated for each library. The cleaned reads were aligned to the reference transcriptome by Bowtie (version 2.2.3) (Langmead et al., 2009). Reads per kilobase of exon model per million mapped reads (RPKM) of each gene were calculated based on the length of the gene and reads count mapped to this gene (Trapnell et al., 2010). Then, the transcript quantification was estimated from mappings by RSEM (Li and Dewey, 2011). The R package DEseq2 was used in the differential expression analysis (Wang et al., 2010). RNA sequencing data have been submitted to the Gene Expression Omnibus (GEO) under GEO accession nos. GSE104356 and GSE148213. Differential gene expression (DEG) in comparing the key TF deletion strains with the wild-type strain ScY01a was analyzed as previously described (Conesa et al., 2016). Significantly differentially expressed genes (SDEGs) in the comparison of the TF deletion strain versus the wild-type strain at the same temperature condition were then extracted by applying an absolute fold-change threshold of 2.0 or greater and a false discovery rate (FDR)-corrected cutoff *p*-value of 0.05 or less (Supplementary Table S3). SDEGs from different fermentation temperatures, including 40°C and 30°C, were further subjected to Venn diagram analysis (Venny 2.1.0, https://bioinfogp.cnb.csic.es/tools/venny/) (Supplementary Table S3). All the above SDEG lists were further tested for Gene Ontology (GO) biological process enrichment using FunSpec with a *p*-value cutoff of 0.05 and Bonferroni correction (Robinson et al., 2002) (Supplementary Table S4).

### Analysis of Transcription Regulatory Associations

To dissect transcription factors and transcription regulatory networks downstream and upstream of the core TFs, including Sin3p, Srb2p and Mig1p, the YEASTRACT database (http://www.yeastract.com/) (Teixeira et al., 2006; Teixeira et al., 2014) was used. The tools of Search for Genes (http://www.yeastract.com/formfindregulated.php), Search for Associations (http://www.yeastract.com/formregassociations.php), Rank by TF (http://www.yeastract.com/formrankbytf.php) and Search for TFs (http://www.yeastract.com/formfindregulators.php) were particularly used, and only documented regulations with expression evidence were taken into consideration for all the following analyses. For the analysis of downstream transcription regulatory networks, the significantly differentially expressed genes (SDEGs) identified by RNA-seq analysis were searched for target genes to identify the significantly differentially expressed transcription factors (SDETFs) using the Search for Genes tool, which were further searched for regulatory associations against the SDEGs to identify the given SDETFs and their specifically regulated target SDEGs using the Search for Associations tool. The SDETF-associated SDEGs were then divided into two groups depending on their increased or decreased expression and separately tested for GO biological process enrichment using FunSpec with a *p*-value cutoff of 0.05 and Bonferroni correction (Robinson et al., 2002) (Supplementary Table S5). Depending on whether the SDETFs and SDEGs showed increased or decreased expression in the core TF deletion strains, the regulatory relationship between the core TFs and the SDETFs as well as the SDETFs and enriched GO biological processes of their associated SDEGs were deduced. If the expression level of the downstream SDETF decreased, the core TF acted as an activator to the SDETF, otherwise it acted as an inhibitor. If the downstream SDETF and its associated SDEGs in the enriched GO biological processes showed the same trend of increased or decreased expression, the SDETF would act as an activator of its associated GO biological processes, otherwise acting as an inhibitor if the downstream SDETF and its associated SDEGs showed the opposite trend of expression changes.

To identify the transcription factors upstream of the core TFs and the SDEGs identified in the comparison of the core TF deletion strain versus the wild type strain, on the one hand, the SDEGs were searched against all of the transcription factors in the YEASTRACT database using the TFRank method in the tool of Rank by TF with the default heat diffusion coefficient of 0.25 (Goncalves et al., 2011), allowing us to select and rank transcription factors potentially involved in the regulation of all the SDEGs. On the other hand, using the Search for TFs tool, the core TFs, including Sin3p, Srb2p and Mig1p were also searched for transcription factors that are documented to regulate the transcriptional expression of these core TFs. Eventually, the TFs that are from the top six ranked TFs and from documented TFs regulating the core TFs but not from the downstream SDETFs are targeted to most likely play regulatory roles upstream of the core TFs at a higher level.

### Real Time Quantitative PCR Validation

To confirm how the upstream TFs activated or inhibited *SIN3*, *SRB2*, *MIG1* and their downstream regulated TF *HAC1*, mRNA expression levels of these TFs in the deletion strains of the upstream TFs were measured by using real-time quantitative PCR (qPCR). The culture conditions of these strains were consistent with the conditions of those strains for RNA sequencing. Actin1 gene (*ACT1*) was chosen as endogenous gene. The qPCR primers are listed in Supplementary Table S2. Total RNA was extracted using the RNAsimple Total RNA kit (Tiangen Biotech, Beijing, China) according to the manufacturer’s instructions. The RNA samples were treated with DNase I (TaKaRa Bio, Dalian, China), and 1.0 µg of total RNA was reverse transcribed into cDNA using the PrimeScript RT Reagent kit (TaKaRa). 25 ng of cDNA was used for each qPCR reaction. SYBR Green qPCR was performed using SYBR Premix Ex Taq (TaKaRa) on the Roche LightCycler^®^96 System (Roche Applied Science, Basel, Switzerland) at 95°C for 60 s and 40 cycles at 95°C 15 s and 60°C for 60 s. The data were analyzed using the 2^−ΔΔCt^ method as previously described (Livak and Schmittgen, 2001).

### Analytical Methods and Calculation

Cell growth was detected at OD_600_ using a SpectraMax M2 spectrophotometer (Molecular Devices, United States). Cell cultures or suspensions were appropriately diluted, thereby resulting in visible absorption values in the range from 0.2 to 0.8. Glucose and ethanol concentrations were measured by high performance liquid chromatography (HPLC) on an Agilent 1260 system (Agilent, United States), a refractive index detector and a fast acid column 100 mm length × 7.8 mm internal diameter (RFQ; Phenomenex Inc., Torrance, CA, United States). The column was eluted with 0.01 N H_2_SO_4_ at a flow rate of 0.6 ml/min at 55°C. Fermentation parameters, including the maximum glucose consumption rate (q_s_max) and ethanol productivity (P_EtOH_) were calculated corresponding to the fermentation profiles using Originlab^®^ Origin 8 as previously reported (Lin et al., 2014).

## Results

### Key TF Deletions had Distinct Effects on Fermentation Capacities and Heat-Shock Survival of an Industrial *S. cerevisiae* Strain Under Thermal Stress

To test whether the twenty-three previously identified TFs specifically associated with long-term thermotolerance affect the high-temperature ethanol fermentation capacities of yeast at the physiological level, we first constructed twenty-three TF single deletion strains, including two knockout strains in our previous report (Xiao et al., 2018). Both the industrial *S. cerevisiae* strain ScY01a and its single TF deletion strains were subjected to fermentation experiments at high temperature (40°C) using normal temperature (30°C) for comparison. This means that yeast cells suffered from a continuous long-term thermal stress of 40°C during the whole course of fermentation for 36 h. The 23 TF deletion mutant strains in this study are listed in Supplementary Table S1. Among these 23 TFs, five TFs *SIN3*, *SRB2, ABF1*, *MBP1* and *CBF1*, seemed to be particularly important for maintaining physiological activities at high temperature because their deletions significantly weakened high-temperature fermentation capacities with more than 20% decreases in fermentation rates including the maximum glucose consumption rate (q_s_max) and ethanol productivity (P_EtOH_) (Figure 1). Meanwhile, except for *SIN3*, deletion of the other four TFs hampered cell growth at high temperature (Supplementary Figure S1A), pointing out their significance in cell proliferation under prolonged thermal stress. In contrast, when fermenting at normal temperature (30°C), deletion of *SRB2* also led to a remarkable decrease in fermentation capacity with an approximately 40% decline in the fermentation rates (Supplementary Figure S2), whereas deletion of *SIN3* or *ABF1* resulted in obvious increases in the fermentation rates, and deletion of *MBP1* or *CBF1* had almost no impact on fermentation rates. Except that *MBP1* deletion seemed to be significantly beneficial to cell growth at normal temperature, the other four TFs had no significant influence on cell growth (Supplementary Figure S1B). Additionally, among the twenty-three TFs, another two TFs, *PDR3* and *STB5*, might also be important for maintaining fermentation capacities at high temperature, because their deletions significantly reduced the maximum glucose consumption rate (q_s_max) with a more than 20% decrease and somehow had a negative effect on the rate of ethanol production (Figure 1). However, cell growth at high temperature was not influenced by deletion of *PDR3* or *STB5* (Supplementary Figure S1A). In contrast, deletion of *PDR3* or *STB5* had no obvious effect on physiological activities and cell proliferation at normal temperature (Supplementary Figure S1B). On the other hand, only *SWI4* deletion was found to be significantly propitious to fermentation capacity at high but not normal temperature and had no effect on cell growth at either high or normal temperature.

**FIGURE 1:**
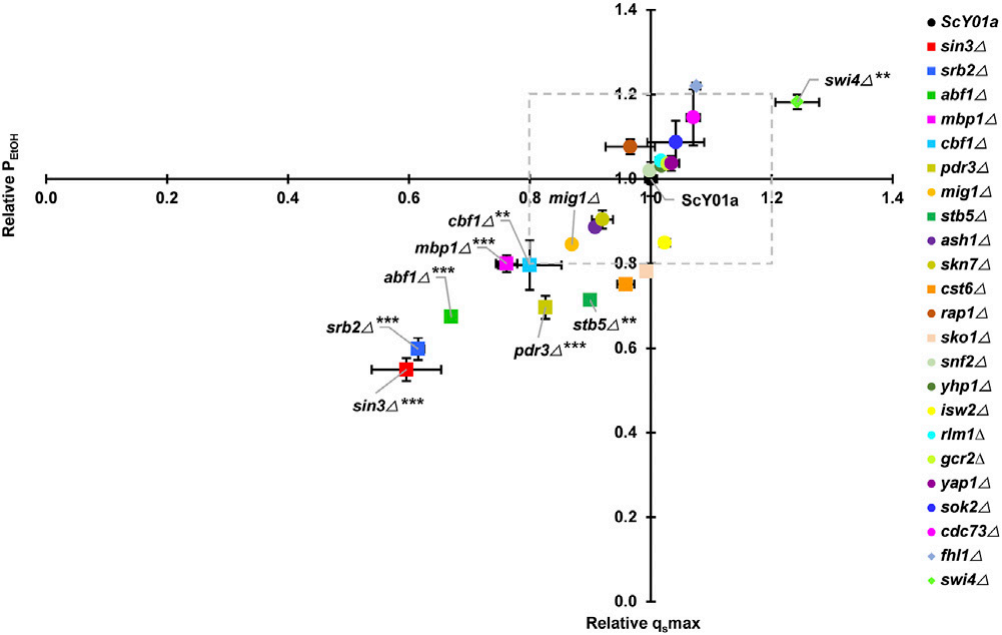
Effects of key TF deletions on fermentation rates at elevated temperature. The relative glucose consumption rate (q_s_max) and ethanol productivity (P_EtOH_) were obtained by comparisons to the wild-type strain ScY01a (normalized to 1.0). Plots of relative q_s_max versus relative P_EtOH_ are shown. The legends from top to bottom are arranged in descending order of relative qsmax at 40°C. Each point represents duplicate fermentations using a starting glucose concentration of 200 g/L and starting OD_600_ of 0.5. The glucose consumption rate and ethanol productivity for the ScY01a strain at 40°C were 10.33 (±0.15) g/L/h and 4.91 (±0.21) g/L/h, and those at 30°C were 13.65 (±2.09) g/L/h and 5.83 (±1.10) g/L/h, respectively. Statistical analysis was performed using two-way ANOVA (with strains and fermentation rate including q_s_max and P_EtOH_ as the factors) followed by Tukey’s multiple-comparison posttest (*p < 0.05, **p < 0.01, ***p < 0.001).

To distinguish TFs specifically associated with long-term thermotolerance from specific TFs of heat shock response for industrial *S. cerevisiae* strain, heat-shock survival was determined for cells of the 23 single TF deletion strains and the wild type strain ScY01a before and after heat shock treatment at 50°C. Cell viabilities showed no obvious differences among the TF deletion and wild-type strains before heat shock treatment (Supplementary Figure S3) but were distinctly influenced after heat shock treatment (Figure 2). Among the 23 TFs, the single deletions of five TFs, *SWI4*, *YAP1*, *SKN7*, *RAP1* and *STB5*, severely decreased cell viability upon heat shock treatment, among which the deletion of *SWI4* and *STB5* showed positive and negative effects on high-temperature fermentation capacities, respectively, and the deletion of the other four TFs showed no effect on high-temperature fermentation capacities (Figure 1). This observation indicated that *SWI4* might play quite different regulatory roles in response to long- and short-term thermal stresses and that *STB5* might be required for maintaining cell activities under both long- and short-term thermal stresses. Additionally, among the 23 TFs, the single deletions of another four TFs, including *CST6*, *FHL1*, *ABF1* and *CDC73*, also resulted in obviously adverse effects on cell viability upon heat shock treatment, among which the deletion of *ABF1* showed negative effects on high-temperature fermentation capacities, and the deletion of the other five TFs showed no effect on high-temperature fermentation capacities (Figure 1). This result suggested that *ABF1* might also be required for maintaining cell activities under both long- and short-term thermal stresses. Combining the results of evaluating the effects of the 23 TF deletions on cell activities under prolonged thermal stress (Figure 1) and short-term heat shock stress (Figure 2), a total of five TFs of the 23 TFs, including *SIN3*, *SRB2*, *MBP1*, *CBF1* and *PDR3*, were verified to be specifically required for long-term thermal stress tolerance because their deletions significantly decreased high-temperature fermentation capacities but had no effects on heat-shock survival.

**FIGURE 2:**
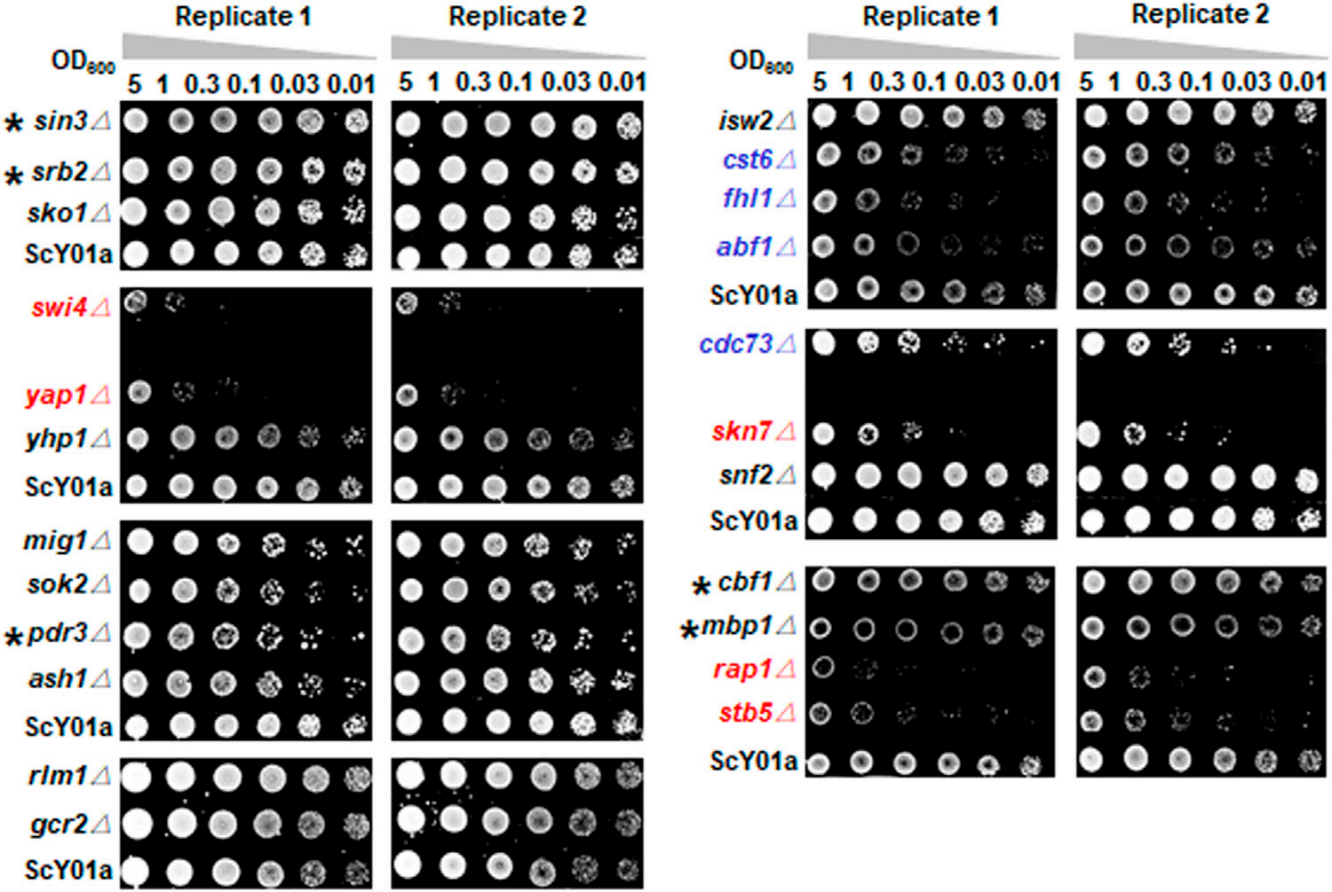
Heat-shock survival test of key TF deletion strains. The 23 TF deletion strains and the wild type strain ScY01a (Supplementary Table S1) were grown in biological duplicates to early-log phase in YP medium containing 200 g/L glucose. Cells were harvested and resuspended to 5.0 OD_600_ and serially diluted to the OD_600_ indicated and spotted on YPD plates after treatment at 50°C for 30 min. The plates were incubated for 2 days at 30°C and imaged. The single deletion strains of five TFs showing severely decreased viabilities in contrast to the wild-type ScY01a are indicated in red. The single deletion strains of four TFs showing decreased viabilities to a relatively lower extent are indicated in blue. Five TFs specifically associated with long-term thermotolerance, whose single deletions showed no effects on heat-shock survival, are labelled with asterisks.

Taken together, *SIN3* and *SRB2* deletions severely reduced the fermentation capacities of industrial *S. cerevisiae* strains under long-term thermal stress but had no apparent effects on heat-shock survival under short-term thermal stress. This indicated that Srb2p and Sin3p were specific TFs in response to long-term thermal stress. Unexpectedly, the deletion of *MIG1*, which was previously identified to be the most significantly upregulated specific transcription factor at prolonged thermal stress (Xiao et al., 2018), showed no apparent effect on cell growth and physiological activity at prolonged thermal stress or heat shock survival.

### Comparative Transcriptome Profiling Analyses Uncovered Genes and Pathways Regulated by Sin3p, Srb2p or Mig1p Under Prolonged Thermal Stress

Based on comparing the fermentation capacities of key TF deletions and induction levels of transcriptional expression of twenty-three previously identified TFs at prolonged thermal stress (Xiao et al., 2018), Sin3p, Srb2p and Mig1p were considered to be the core TFs specifically in response to long-term thermal stress. 

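RNA of the industrial haploid ScY01a (*MATa*) and of its *sin3∆*, *srb2∆* and *mig1∆* derivatives, in which the KanMX marker replaced the whole open reading frame, was sequenced from cultures at 30°C, with 2 libraries per strain and 8 in all. Sin3p is a scaffold of histone deacetylase complexes, Srb2p a subunit of the Mediator head, and Mig1p a zinc finger repressor of genes that glucose shuts off. Each deleted gene was listed at 0 in both libraries of its own deletion strain. *SIN3* (YOL004W, chromosome XV of R64 from 316938 to 321548) lay between 17.1 and 27.4 RPKM in the other strains, *SRB2* (YHR041C, chromosome VIII from 189131 to 189864) between 56.5 and 84.2 RPKM, and *MIG1* (YGL035C, chromosome VII from 431548 to 433062) between 22.7 and 65.7 RPKM.
The sample labels give YP medium with 200 g/L glucose, 10 h of culture and shaking at 200 rpm, while the methods of the paper give 220 rpm, and the labels name another sequencing company than the paper does. The authors aligned the reads to R64 with Bowtie2 2.2.3, computed expression with RSEM and compared strains with DESeq2. The deposited values are listed as RPKM. They summed to 862336 and 951533 per library in the wild type, 1133049 and 1150769 in *sin3∆*, 1071561 and 1042166 in *srb2∆*, and 879986 and 950007 in *mig1∆*, with a geometric mean of 999854, so that the values carry a scaling between libraries that the unit does not name. The files used here hold no read counts, and the depth in reads behind each value is therefore unknown; the methods of the paper give a mean number of cleaned reads and a mapping rate over libraries. Genes for the cytosolic ribosomal proteins took 19.3% and 22.5% of the summed RPKM in the wild type, 24.1% and 25.9% in *mig1∆*, 41.1% in either *sin3∆* library, and 42.8% and 42.0% in *srb2∆*.
From there, values were taken as log2(RPKM + 1), genes with at least 1 RPKM in at least 2 of the 8 libraries were kept (5628 genes), and the 4 strains were fitted together with limma's trended moderation. A gene was called changed at a fold change of at least 2 and an adjusted p of at most 0.05, the thresholds of the paper. The test, its filter and 44 gene lists were set before the data were examined, after the paper and its supplementary tables had been read. Those tables hold results of these libraries. The counts and p-values of lists are therefore not independent evidence for processes that the paper already lists at 30°C. Lists were tested with limma's camera at a preset correlation of 0.01 between genes, and again with an estimated correlation. The p-values measure only the spread between the 2 libraries of a strain, pooled over the 4 strains and moderated by limma. The paper describes biological duplicates for the cultures at 40°C. The cultures at 30°C were made in another batch than those at 40°C. Whether the 2 libraries of a strain at 30°C come from separate cultures was not found in the paper. The 40°C libraries were not analysed here, so that a difference between temperatures was not tested; values for 40°C are those of the paper's Supplementary Table S3.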

To reveal the genes and pathways regulated by the core TFs at prolonged thermal stress and further understand the transcriptional regulatory mechanism of thermotolerance associated with the core TFs, genome-wide transcriptome analysis using RNA-seq technology was conducted for exponential cells of the core TF deletion strains and the wild type strain ScY01a grown at high temperature and normal temperature as a control.

Overall, the expression of 1131 gene was influenced and regulated by core TFs, including Sin3p, Srb2p and Mig1p, under prolonged thermal stress (Supplementary Table S3). Among the 1131 genes, only 49 genes (4.3%) seemed to be regulated by all the core TFs and were enriched in three biological processes including iron ion homeostasis, ion transport and siderophore transport. For specifically regulated genes of each core TF, Sin3p and Srb2p specifically regulated more than 30% of the 1131 genes, respectively. GO analysis showed that the 395 Sin3p-regulated genes (35.0%) were enriched in reciprocal meiotic recombination and meiosis, and the 419 Srb2p-regulated genes (37.0%) were enriched in ribosome biogenesis and rRNA processing. In terms of Mig1p, 67 specifically regulated genes (5.9%) were enriched in the biological process of response to pheromone. In addition, a relatively large proportion of the 1131 genes were regulated by Sin3p and controlled by Srb2p and/or Mig1p (Supplementary Figure S4). Among these genes, 86 genes (7.6%) regulated by both Sin3p and Srb2p were enriched in six biological processes, including metabolic process, amino acid transmembrane transport, carbohydrate metabolic process, transmembrane transport, sporulation resulting in formation of a cellular spore, and amino acid transport, and 60 genes (5.3%) regulated by both Sin3p and Mig1p were enriched in the biological process of glucose transport. Although 55 genes (4.9%) were regulated by both Srb2p and Mig1p, no biological process was enriched. All these observations revealed common and specific target genes and biological processes regulated by the core TFs, thereby helping dissect the underlying regulatory networks of long-term thermotolerance associated with the core TFs.

Additionally, comparative transcriptome analysis also revealed that the core TFs might influence the expression of a distinct set of genes at high temperature in contrast to normal temperature. Thus, Venn diagram analysis was further performed to compare SDEGs due to the core TF deletion at 40°C with those at 30°C (Supplementary Table S3), and expression changes exclusively in response to 40°C were analyzed for GO biological process enrichment. 

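At 30°C, 995 genes were higher and 685 lower in *sin3∆* than in the wild type, 844 were higher and 837 lower in *srb2∆*, and 56 were higher and 37 lower in *mig1∆*, of 5628 genes tested with limma. *HSP12*, which encodes a small membrane-binding stress protein, stood at 6161 ± 806 RPKM (SD, n = 2) in the wild type and fell to 11.8 ± 3.20 RPKM (SD, n = 2) in *sin3∆*, to 23.4 ± 1.03 RPKM (SD, n = 2) in *srb2∆* and to 1991 ± 239 RPKM (SD, n = 2) in *mig1∆*. Its log2 fold changes were -8.93 (adjusted p = 5.8e-08), -7.97 (adjusted p = 8.5e-08) and -1.63 (adjusted p = 0.00266). The general stress response list, which holds *HSP12* and the small heat shock protein gene *HSP26*, had 26 of 31 genes lower in *sin3∆*, 29 in *srb2∆* and 5 in *mig1∆*, none higher, with the same counts when adjusted over the list alone. Its median log2 fold changes were -3.05 in *sin3∆* (adjusted p = 1.5e-09 from limma's camera, adjusted p = 0.27 with an estimated correlation), -3.69 in *srb2∆* (adjusted p = 3.4e-12 from limma's camera, adjusted p = 0.27 with an estimated correlation) and -0.52 in *mig1∆* (adjusted p = 1.5e-08 from limma's camera, adjusted p = 0.27 with an estimated correlation).
Genes of protein folding in the endoplasmic reticulum fell in *sin3∆* and in *srb2∆*. Of 24 such genes, 21 were lower in *sin3∆* and 17 in *srb2∆*, none higher, and the counts adjusted over the list alone were the same (adjusted p = 2.2e-09 from limma's camera, adjusted p = 0.188 with an estimated correlation, in *sin3∆*; adjusted p = 2.1e-08 from limma's camera, adjusted p = 0.188 with an estimated correlation, in *srb2∆*). *KAR2*, the gene for the Hsp70 chaperone of the endoplasmic reticulum, went from 2892 ± 293 RPKM (SD, n = 2) in the wild type to 248 ± 21.3 RPKM (SD, n = 2) in *sin3∆* and 317 ± 5.53 RPKM (SD, n = 2) in *srb2∆*, log2 fold changes of -3.54 (adjusted p = 2.0e-07) and -3.18 (adjusted p = 3.0e-07). In *mig1∆* none of the 24 was called by limma, with 7 at an unadjusted p under 0.05, while camera placed the list lower there (median log2 fold change -0.09; adjusted p = 0.0252 from limma's camera, adjusted p = 0.345 with an estimated correlation). Ergosterol synthesis rose in *sin3∆* and *srb2∆*, with 13 and 14 of 24 genes higher and none lower, also when adjusted over the list alone (adjusted p = 1.8e-06 from limma's camera, adjusted p = 0.345 with an estimated correlation, in *sin3∆*; adjusted p = 9.6e-06 from limma's camera, adjusted p = 0.345 with an estimated correlation, in *srb2∆*). *ERG2*, the sterol isomerase gene, had a log2 fold change of 2.19 (adjusted p = 8.1e-06) in *sin3∆*, and *HMG1*, the gene for HMG-CoA reductase, one of 2.33 (adjusted p = 1.6e-06) in *srb2∆*.
The largest rises named by the rule for single genes were in *sin3∆* those of *ZRT1*, the high-affinity zinc transporter gene, from 15.0 ± 0.387 RPKM (SD, n = 2) to 937 ± 20.0 RPKM (SD, n = 2) (log2 fold change 5.88, standard error 0.09, adjusted p = 2.0e-08 from limma), and *ARG1*, argininosuccinate synthetase, from 26.9 ± 0.301 RPKM (SD, n = 2) to 1112 ± 46.8 RPKM (SD, n = 2) (log2 fold change 5.32, standard error 0.08, adjusted p = 2.0e-08 from limma), beside *UIP3*, *BSC1*, *PRM7*, *ENB1* and a few short or noncoding genes. On a principal component analysis the first component held 64.2% of the variance and set both *sin3∆* and both *srb2∆* libraries apart from those of the wild type and *mig1∆*. Whether this split comes from the deletions or from a strain or culture difference cannot be told apart here. For *mig1∆* the counts were 32 higher at a pseudocount of 5, and 22 higher and 11 lower when limma tested against a fold change of 1.5.

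**Figure D1:**
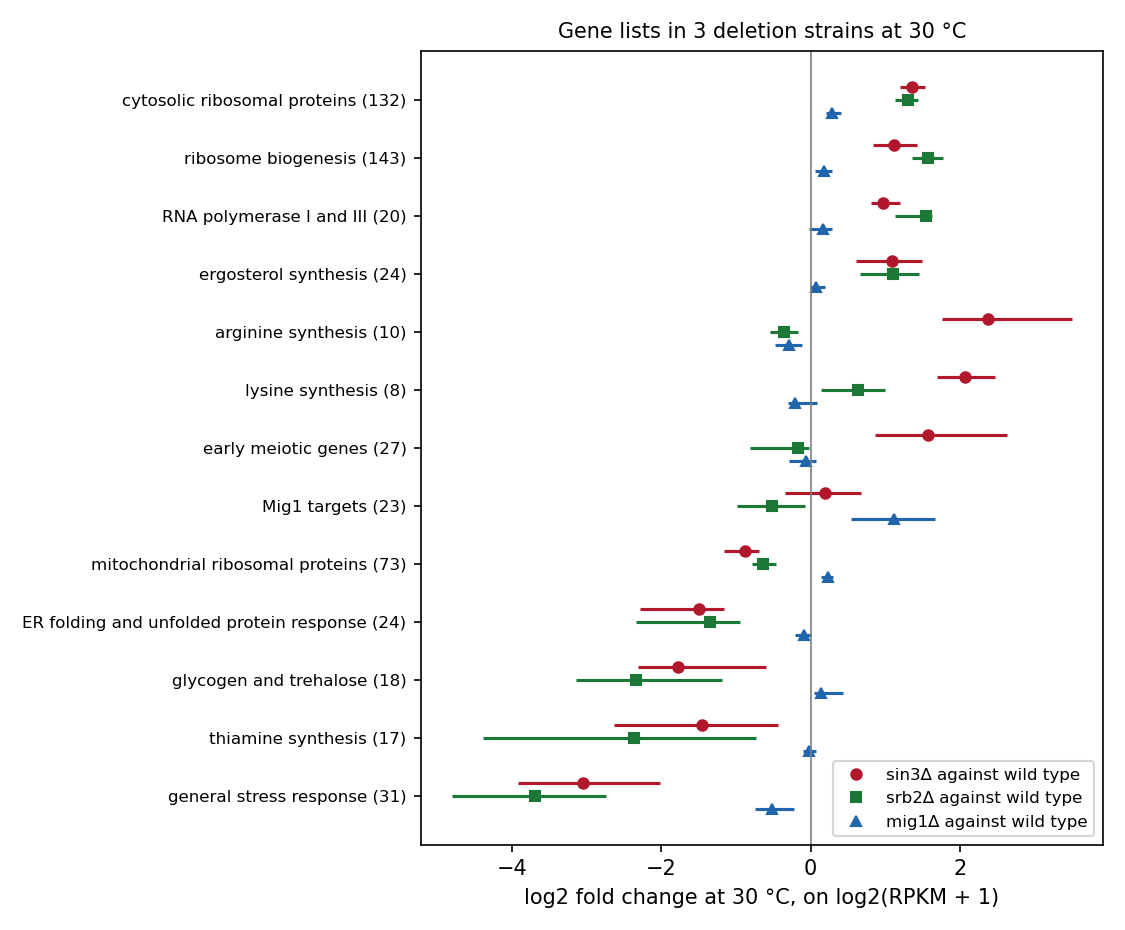
Log2 fold change at 30°C of each deletion strain against the wild type for selected gene lists, with the number of genes tested in brackets; points are medians and lines run from the first to the last quartile of a list's genes. The general stress response list lies furthest to the left in each deletion strain (medians -3.05, -3.69 and -0.52).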

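Of the 429 genes that the paper lists as increased at 40°C in *sin3∆*, 158 were also higher at 30°C, 70 were lower, and 201 did not pass the test or were not tested. Of its 160 decreased genes, 41 were also lower, 27 were higher, and 92 did not pass or were not tested. Fewer than these 27 were higher with quantile normalization, and 16 with *mig1∆* in place of the wild type. In *srb2∆*, 138 of the paper's 210 increased genes were higher at 30°C as well and 11 were lower, and 205 of its 399 decreased genes were lower and 9 higher. In *mig1∆*, 16 of 151 increased genes were higher and 4 lower, and 1 of 80 decreased genes was lower and none higher by limma, with 37 of the 79 tested at an unadjusted p under 0.05. The counts adjusted over the list alone were the same, except for 5 in place of 4 lower genes in *mig1∆*. Lists drawn independently of the 30°C results would give 72.8 genes higher and 50.1 lower for the genes increased in *sin3∆*, 31.5 and 31.2 for those increased in *srb2∆*, and 1.46 and 0.966 for those increased in *mig1∆*. For the decreased genes they would give 27.9 higher and 19.2 lower in *sin3∆*, so that the 27 higher genes there are about the number of independent lists, 57.9 and 57.4 in *srb2∆*, and 0.786 and 0.519 in *mig1∆*. Genes in neither of the paper's 40°C lists made up 810 of the higher and 573 of the lower genes at 30°C in *sin3∆*, 697 and 620 in *srb2∆*, and 40 and 31 in *mig1∆*, the deleted gene of each strain left out.
As a set, the genes increased at 40°C in *srb2∆* had a median log2 fold change of 1.28 at 30°C (adjusted p = 1.5e-16 from limma's camera, adjusted p = 0.0212 with an estimated correlation). The decreased genes had one of -1.06 (adjusted p = 1.4e-19 from limma's camera, adjusted p = 0.0071 with an estimated correlation). Those increased at 40°C in *sin3∆* had a median of 0.49 (adjusted p = 0.0123 from limma's camera, adjusted p = 0.353 with an estimated correlation) and those decreased one of -0.16 (adjusted p = 0.0567). In *mig1∆* the median of the increased genes was 0.19 (adjusted p = 6.7e-04 from limma's camera, adjusted p = 0.33 with an estimated correlation). That of the decreased genes was -0.17 (adjusted p = 1.3e-05 from limma's camera, adjusted p = 0.247 with an estimated correlation). Without an estimate for the 40°C libraries, a gene past the threshold at 1 temperature and not at the other is not shown to differ between temperatures.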

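At 30°C the 7 citrate cycle genes tested of the 8 that Supplementary Table S4 lists for *sin3∆*, and its 7 genes of mitophagy and 4 of purine synthesis, stayed under a 2-fold change. Among the citrate cycle genes, *ICL1* (isocitrate lyase) stood at 7.48 ± 0.689 RPKM (SD, n = 2) in the wild type and 11.9 ± 1.22 RPKM (SD, n = 2) in *sin3∆* (log2 fold change 0.61, standard error 0.14, adjusted p = 0.00562 from limma), *MDH1* (mitochondrial malate dehydrogenase) at a log2 fold change of -0.51 (adjusted p = 7.4e-04), *LSC2* (succinyl-CoA ligase) at -0.45 (adjusted p = 0.00347) and *CIT1* (citrate synthase) at 0.18 (adjusted p = 0.0643). For mitophagy, *ATG7*, whose product activates ubiquitin-like proteins of autophagy, had 0.91 (adjusted p = 4.5e-04), the mitophagy receptor gene *ATG32* -0.22 (adjusted p = 0.121) and *ATG33* 0.23 (adjusted p = 0.0403). For spore wall formation, *RRT12* had 0.65 (adjusted p = 8.1e-04) and *SPO21* 0.90 (adjusted p = 0.00756), the latter at 0.685 ± 0.215 RPKM (SD, n = 2) in the wild type and 2.13 ± 0.397 RPKM (SD, n = 2) in *sin3∆*. In purine synthesis, *ADE13* (adenylosuccinate lyase) went from 145 ± 2.95 RPKM (SD, n = 2) to 289 ± 1.78 RPKM (SD, n = 2) (log2 fold change 0.99, standard error 0.06, adjusted p = 5.8e-06 from limma), with *ADE17* at 0.53 (adjusted p = 4.6e-04), *ADE8* at 0.35 (adjusted p = 0.00725) and *ADE2* at -0.20 (adjusted p = 0.0505).
By group, none of the genes tested was called by limma at 30°C, which is not independent evidence, since the study chose these genes for not being called in the same libraries. At an unadjusted p under 0.05 there were 15 of 22 genes tested for transmembrane transport (of 26 listed), 17 of 23 for oxidation-reduction (of 24), 6 of 7 for the citrate cycle, 29 of 42 for transport (of 48), 2 of 5 for the spore wall (of 9 listed), 4 of 7 for mitochondrion degradation and 4 of 4 for IMP synthesis. When limma tested against a fold change of 1.5, 4 of the oxidation-reduction genes, 2 of the transport genes and *ADE13* of the IMP genes passed. *ADE13* also passed the 2-fold threshold when scaling was computed without the ribosome genes (1.02) and without wild-type replicate 2 (1.01). *SPO21* passed it at a pseudocount of 0.1 (1.52) and without wild-type replicate 2 (1.03), and *ATG7* with *mig1∆* in place of the wild type (1.14), an alternative chosen after the data were seen.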

Due to *SIN3* deletion, the SDEGs exclusively exhibiting increased expression at 40°C were found to be enriched in six biological processes, including transmembrane transport, oxidation-reduction process, tricarboxylic acid cycle, transport, ascospore wall assembly, and mitochondrion degradation, while the SDEGs exclusively exhibiting decreased expression at 40°C were enriched in *de novo*’ IMP biosynthetic process (Supplementary Table S4). 

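At 30°C, the 3 genes of glycogen breakdown fell in *sin3∆* while the ribosomal protein genes rose. *GPH1*, which encodes glycogen phosphorylase (YPR160W, chromosome XVI from 861306 to 864014), stood at 25.6 ± 5.66 RPKM (SD, n = 2) in the wild type and 3.31 ± 0.238 RPKM (SD, n = 2) in *sin3∆* (log2 fold change -2.61, standard error 0.17, adjusted p = 8.4e-06 from limma). *GDB1*, the glycogen debranching enzyme gene (YPR184W, chromosome XVI from 902044 to 906654), had a log2 fold change of -1.81 (adjusted p = 2.1e-05), and *SGA1*, a glucoamylase gene of sporulating cells (YIL099W, chromosome IX from 178004 to 179653), one of -1.32 (adjusted p = 2.1e-05). For these genes the paper's values at 40°C are 2.74, 1.89 and 1.88. The other genes of carbohydrate metabolism fell as well, among them *NQM1*, a transaldolase gene, by 4.21 on the log2 scale, *EMI2*, a glucokinase paralog, by 3.33, *PGM2*, phosphoglucomutase, by 3.05, *PKP1* by 1.40 and *MDH2* by 1.26. All 9 genes of the carbohydrate group and all 18 of the metabolic group were called lower by limma.
Of the genes with the other pattern, all 15 of the translation group were called higher, with log2 fold changes from 1.09 to 2.06. *RPL18B*, for a protein of the large ribosomal subunit, went from 229 ± 49.6 RPKM (SD, n = 2) to 944 ± 14.9 RPKM (SD, n = 2) (log2 fold change 2.06, standard error 0.15, adjusted p = 1.4e-05 from limma), where the paper's 40°C value is -1.80. *RPS20*, for a protein of the small subunit, went from 1959 ± 384 RPKM (SD, n = 2) to 6350.0 ± 531 RPKM (SD, n = 2) (log2 fold change 1.71, standard error 0.15, adjusted p = 3.2e-05 from limma). The small subunit assembly genes *RPS17A*, *RPS27B* and *RPS11A* had 1.43 (adjusted p = 4.4e-05), 1.33 (adjusted p = 0.0015) and 1.09 (adjusted p = 5.7e-04). Of the 69 genes tested that the paper lists as increased at 40°C but decreased at 30°C, 68 were called lower by limma, and *AZR1*, an azole resistance transporter gene, was not (log2 fold change -0.83, adjusted p = 0.00293). Of the 26 with the other pattern 26 were called higher. These counts, unchanged when adjusted over the list alone, are not independent evidence of their direction, because the study chose the genes on the same libraries.
With quantile normalization the log2 fold change was 0.96 for *RPS20*, 0.83 for *RPS17A*, 0.71 for *RPS27B* and 0.36 for *RPS11A*, all under 2-fold, and without wild-type replicate 2 it was 0.95 for *RPS27B* and 0.86 for *RPS11A*. *SGA1* stood at -0.95 with a pseudocount of 5. With *mig1∆* in place of the wild type, an alternative chosen after the data were seen, *MDH2* stood at -0.56, *RPS17A* at 0.94, *RPS27B* at 0.83 and *RPS11A* at 1.00.

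**Figure D2:**
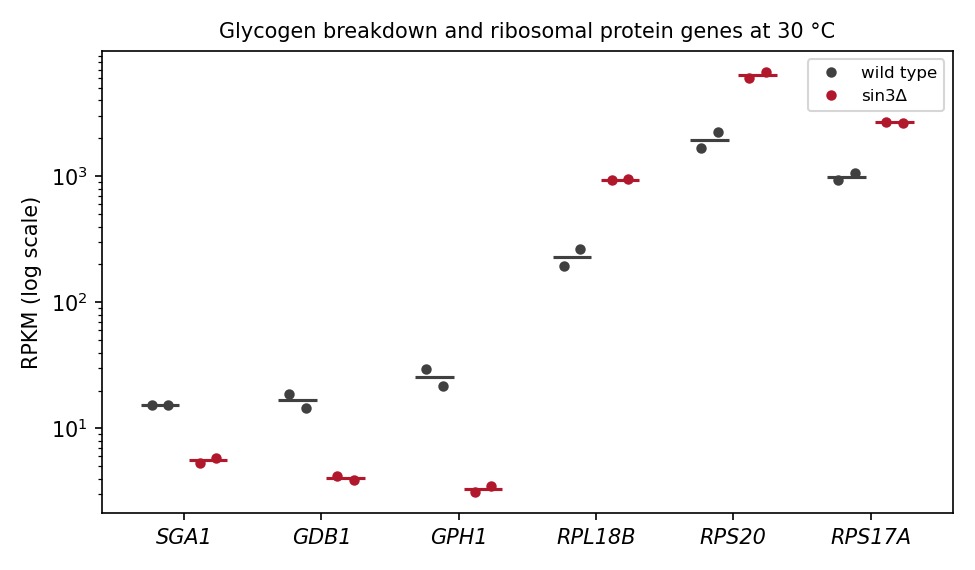
RPKM at 30°C on a log scale for *SGA1*, *GDB1* and *GPH1* of glycogen breakdown and for *RPL18B*, *RPS20* and *RPS17A* of the ribosome in the wild type (grey) and *sin3∆* (red); dots are the 2 libraries of a strain and lines their mean. For each gene both *sin3∆* libraries lie on 1 side of both wild-type libraries, as for *GPH1* at 3.14 and 3.48 RPKM against 29.6 and 21.6 RPKM.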

Notably, the SDEGs showing increased expression at 40°C but decreased expression at 30°C were enriched in glycogen and carbohydrate metabolic processes, while the SDEGs showing decreased expression at 40°C but increased expression at 30°C were enriched in translation and ribosomal small subunit assembly (Supplementary Table S4). These results suggested that Sin3p seemed to have quite different regulatory effects on gene expression at high and normal temperatures. 

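At 30°C, *sin3∆* cells had more RNA of arginine, lysine, branched-chain, aromatic and histidine synthesis and of early meiosis, and less of mating. In arginine synthesis 9 of 10 genes rose and none fell (adjusted p = 2.1e-05 from limma's camera, adjusted p = 0.27 with an estimated correlation), among them *ARG3*, ornithine carbamoyltransferase, from 6.24 ± 0.222 RPKM (SD, n = 2) to 97.3 ± 1.72 RPKM (SD, n = 2) (log2 fold change 3.76, standard error 0.17, adjusted p = 1.4e-06 from limma). In lysine synthesis 7 of 8 rose and none fell (adjusted p = 1.4e-04 from limma's camera, adjusted p = 0.278 with an estimated correlation). *LYS20*, homocitrate synthase, had 3.58 (adjusted p = 1.7e-07). In the synthesis of branched-chain amino acids 9 of 11 rose (adjusted p = 4.2e-05 from limma's camera, adjusted p = 0.299 with an estimated correlation), with the aminotransferase gene *BAT2* at 4.68 (adjusted p = 1.9e-08). Of 14 genes of aromatic amino acids 10 rose (adjusted p = 7.6e-05 from limma's camera, adjusted p = 0.27 with an estimated correlation), with *ARO9*, an aminotransferase gene, at 4.87 (adjusted p = 2.5e-08). Of 7 histidine genes 6 rose (adjusted p = 6.8e-04 from limma's camera, adjusted p = 0.255 with an estimated correlation), *HIS4* by a log2 fold change of 3.24 (adjusted p = 8.6e-08). Sulfur amino acid synthesis went both ways, with 6 of 24 genes higher and 5 lower (adjusted p = 0.83 from limma's camera, adjusted p = 0.942 with an estimated correlation). Of 19 amino acid permease genes 9 rose and 1 fell (adjusted p = 8.7e-04 from limma's camera, adjusted p = 0.408 with an estimated correlation), with *DIP5*, a permease for acidic amino acids, at 4.98 (adjusted p = 3.9e-08) and *GAP1*, the general permease, at 4.48 (adjusted p = 2.8e-07).
Of 27 early meiotic genes, which vegetative cells keep silent, 20 rose and none fell (adjusted p = 1.6e-04 from limma's camera, adjusted p = 0.255 with an estimated correlation). *MND1*, a gene of meiotic recombination, went from 5.23 ± 0.0502 RPKM (SD, n = 2) to 179 ± 16.5 RPKM (SD, n = 2) (log2 fold change 4.85, standard error 0.18, adjusted p = 6.5e-07 from limma). The pheromone response list had 10 of 24 genes lower and none higher (adjusted p = 6.3e-05 from limma's camera, adjusted p = 0.27 with an estimated correlation). The 5 a-cell markers were all lower (adjusted p = 0.00532 from limma's camera, adjusted p = 0.271 with an estimated correlation). *AGA1*, for the anchor of a-agglutinin, had -3.34 (adjusted p = 2.0e-07), and *BAR1*, for the protease that degrades alpha-factor, -2.93 (adjusted p = 1.4e-07). For each of these lists the counts were the same when adjusted over the list alone. The paper proposes that the effects of Sin3p on gene expression differ between high and normal temperatures.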

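At 30°C the *SRB2* deletion left the 5 amino acid permease and 5 maltose genes that Supplementary Table S4 lists, and the 8 tested of its 10 spore wall genes, under the 2-fold threshold. *LYP1*, the lysine permease gene, stood at 101 ± 2.59 RPKM (SD, n = 2) in the wild type and 159 ± 4.00 RPKM (SD, n = 2) in *srb2∆* (log2 fold change 0.65, standard error 0.07, adjusted p = 7.4e-05 from limma), *PUT4*, the proline permease gene, at a log2 fold change of 0.57 (adjusted p = 0.0316), *BAP3*, a permease for branched-chain amino acids, at -0.28 (adjusted p = 0.0129) and *MUP3*, a low-affinity methionine permease, at -0.09 (adjusted p = 0.551). Among the maltose genes, the permease *MAL31* had 0.65 (adjusted p = 0.00301), the isomaltases *IMA1* and *IMA2* 0.35 (adjusted p = 0.037) and -0.46 (adjusted p = 0.0557), and the maltase *MAL12* -0.16 (adjusted p = 0.529). The spore genes were near the floor of 1 RPKM: *GAS4*, for a glucanosyltransferase of the spore wall, had -0.80 (adjusted p = 0.0177), *TEP1* at -0.88 (adjusted p = 0.00964), *SPO22* at -0.75 (adjusted p = 0.00192) and *SPO19* at -0.81 (adjusted p = 0.0331).
No gene tested of the 4 groups was called by limma. At an unadjusted p under 0.05 there were 3 of 5 permease genes, 3 of 8 spore wall genes, 3 of 5 maltose genes and 4 of 9 sporulation genes (of 12 listed), and none passed when limma tested against a fold change of 1.5. The study chose these genes for not being called in the same libraries, so that the absence of calls is not independent evidence. With a pseudocount of 0.1, *TEP1* (-1.21), *GAS4* (-1.86) and *SPO19* (-1.24) were called lower, as were *TEP1* without *srb2∆* replicate 3 (-1.17) or wild-type replicate 3 (-1.03) and *SPO19* without wild-type replicate 2 (-1.08). With *mig1∆* in place of the wild type, *MAL31* (-1.85) and *MAL12* (-1.81) were called lower. Both genes were themselves higher in *mig1∆* than in the wild type, so these values reflect the control as well as *srb2∆*.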

When *SRB2* was deleted, the SDEGs exclusively exhibiting increased expression at 40°C were found to be enriched in amino acid transmembrane transport, while the SDEGs exclusively exhibiting decreased expression at 40°C were enriched in ascospore wall assembly, maltose metabolic process, and sporulation resulting in the formation of a cellular spore (Supplementary Table S4). Additionally, only 11 and 9 SDEGs due to *SRB2* deletion showed opposite expression changes at 40°C and 30°C, and no significant enrichment was observed (Supplementary Table S4). These results suggested that Srb2p might also play an important regulatory function at high temperature, although Srb2p seemed to impact much less gene expression at high temperature than at normal temperature. 

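Among the 11 genes that fell at 30°C, the catalase gene *CTT1* stood at 477 ± 8.42 RPKM (SD, n = 2) in the wild type and 30.8 ± 2.07 RPKM (SD, n = 2) in *srb2∆* (log2 fold change -3.91, standard error 0.16, adjusted p = 7.9e-07 from limma), where the paper's log2 fold change at 40°C is 1.35. *MET17*, homocysteine synthase, had -4.20 (adjusted p = 7.8e-08), *PIR3*, a cell wall protein gene, -3.99 (adjusted p = 4.2e-07) (the paper's 40°C value is 1.61). *SED1*, a structural cell wall protein gene, had -2.12 (adjusted p = 4.9e-06), *GTT1*, a glutathione transferase gene, -2.24 (adjusted p = 2.3e-06), *ALD4*, aldehyde dehydrogenase, -2.01 (adjusted p = 1.4e-06), and *CLB1*, a B-type cyclin gene, -1.59 (adjusted p = 7.3e-06). *MUP1*, the methionine permease gene, and *MET6*, methionine synthase, had -1.19 (adjusted p = 1.4e-05) and -1.08 (adjusted p = 2.6e-04).
In the other direction, *TIR1*, a cell wall mannoprotein gene, went from 8.61 ± 1.42 RPKM (SD, n = 2) to 70.0 ± 0.880 RPKM (SD, n = 2) (log2 fold change 2.89, standard error 0.13, adjusted p = 1.4e-06 from limma; the paper's 40°C value is -1.77). *AAC3*, the ADP/ATP carrier gene expressed without oxygen, had 2.73 (adjusted p = 1.3e-06) (the paper's is -2.07) and *GPX2*, a glutathione peroxidase gene, 2.54 (adjusted p = 1.4e-06); *CPR6*, a co-chaperone of Hsp90, had 1.08 (adjusted p = 8.1e-06). All 11 and all 9 were called in the paper's 30°C direction by limma, also when adjusted over the list alone, which is not independent evidence, since the study chose them on these libraries. *MET6* was under 2-fold without wild-type replicate 2 (-0.85), *TOH1* without wild-type replicate 3 (0.91) and *TIR4* without wild-type replicate 2 (0.93) or at a pseudocount of 5 (0.56). With *mig1∆* in place of the wild type, an alternative chosen after the data were seen, *MET6* (-0.28), *MUP1* (-0.76), *TOH1* (0.64), *YOR385W* (0.58) and *TIR4* (0.89) were also under 2-fold.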

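At 30°C genes of thiamine synthesis, sulfur amino acids, reserve carbohydrates, the citrate cycle and autophagy were lower in *srb2∆* than in the wild type. Thiamine and reserve carbohydrate genes also fell in *sin3∆*. An effect of the deletion cannot be told apart here from a strain or culture difference. Of 17 thiamine genes 12 fell and none rose (adjusted p = 1.3e-05 from limma's camera, adjusted p = 0.255 with an estimated correlation); *THI11*, for an enzyme that makes the pyrimidine of thiamine, went from 337 ± 42.4 RPKM (SD, n = 2) to 3.68 ± 1.59 RPKM (SD, n = 2) (log2 fold change -6.21, standard error 0.22, adjusted p = 5.2e-07 from limma). *THI11* has near-identical paralogs that may share reads with it, so that the calls within this family may not be independent. Of 24 sulfur amino acid genes 9 fell and none rose (adjusted p = 0.00129 from limma's camera, adjusted p = 0.345 with an estimated correlation). With *mig1∆* in place of the wild type, an alternative chosen after the data were seen, 5 fell, and the median went from -0.90 to -0.54. Of 18 genes of glycogen and trehalose 14 fell (adjusted p = 2.3e-05 from limma's camera, adjusted p = 0.408 with an estimated correlation), with *TSL1*, a subunit of trehalose synthase, at -5.33 (adjusted p = 3.6e-07) and *PGM2* at -4.57 (adjusted p = 4.8e-07). The median of this list was -2.34, and -1.56 at a pseudocount of 5. Of 16 citrate cycle genes 9 fell (adjusted p = 8.5e-04 from limma's camera, adjusted p = 0.27 with an estimated correlation), *LSC2* with -2.66 (adjusted p = 5.2e-07) and *CIT1* with -2.04 (adjusted p = 6.7e-07). Of 23 autophagy genes 13 fell (adjusted p = 4.1e-05 from limma's camera, adjusted p = 0.27 with an estimated correlation). In fermentation, *TDH1*, a glyceraldehyde-3-phosphate dehydrogenase gene, went from 4263 ± 165 RPKM (SD, n = 2) to 86.1 ± 6.23 RPKM (SD, n = 2) (log2 fold change -5.62, standard error 0.10, adjusted p = 3.1e-08 from limma), and *PDC5*, pyruvate decarboxylase, had -5.28 (adjusted p = 6.5e-08). Of 21 genes of glycolysis and fermentation 7 fell (adjusted p = 0.001 from limma's camera, adjusted p = 0.494 with an estimated correlation). *INO1*, for the first step of inositol synthesis, stood at 5396 ± 228 RPKM (SD, n = 2) in the wild type and 234 ± 4.35 RPKM (SD, n = 2) in *srb2∆* (log2 fold change -4.52, standard error 0.08, adjusted p = 3.1e-08 from limma).
Genes of purine synthesis rose, 10 of 16 with none lower (adjusted p = 5.9e-05 from limma's camera, adjusted p = 0.408 with an estimated correlation), among them *MTD1*, a folate enzyme gene, with 3.18 (adjusted p = 1.3e-06). Of 15 genes of hexose transport and sensing 5 fell and 1 rose (adjusted p = 0.0186 from limma's camera, adjusted p = 0.51 with an estimated correlation), with a median of -0.87, and 9 fell with *mig1∆* in place of the wild type (median -2.05). The gene that rose was *HXT2*, a high-affinity glucose transporter gene, from 4.92 ± 0.611 RPKM (SD, n = 2) to 90.2 ± 1.18 RPKM (SD, n = 2) (log2 fold change 3.95, standard error 0.09, adjusted p = 1.1e-07 from limma). In *mig1∆* itself 6 of the hexose genes were higher than in the wild type, which lowers values set against that control. For each list the counts were the same when adjusted over the list alone. At 40°C the paper lists 210 increased and 399 decreased genes, beside 844 and 837 called here at 30°C, and no test set the temperatures against each other here. The paper proposes from these lists that Srb2p also has a regulatory role at high temperature while it affects fewer genes there than at normal temperature.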

Upon *MIG1* deletion, interestingly, the SDEGs exclusively exhibiting increased expression at 40°C were found to be enriched in eight biological processes including iron ion homeostasis, siderophore transport, ion transport, transmembrane transport, response to pheromone, ‘*de novo*’ IMP biosynthetic process, purine nucleotide biosynthetic process and metabolic process, while the SDEGs exclusively exhibiting decreased expression at 40°C were enriched in protein folding (Supplementary Table S4). Additionally, only seven SDEGs due to *MIG1* deletion showed opposite expression changes at 40°C and 30°C, and no significant enrichment was observed (Supplementary Table S4). These results suggested that Mig1p might influence a small but specific set of gene expression at high temperature compared to normal temperature.

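At 30°C the *MIG1* deletion left the iron, siderophore, purine, pheromone and protein folding genes that Supplementary Table S4 lists under the 2-fold threshold. In purine synthesis, *ADE57*, for a pair of early steps of the pathway, stood at 150.3 ± 22.5 RPKM (SD, n = 2) in the wild type and 217 ± 11.2 RPKM (SD, n = 2) in *mig1∆* (log2 fold change 0.53, standard error 0.10, adjusted p = 0.0186 from limma), *ADE13* had a log2 fold change of 0.42 (adjusted p = 0.00709), *ADE4*, the first step of the pathway, 0.46 (adjusted p = 0.0103), *ADE6* 0.57 (adjusted p = 0.0774) and *ADE2* 0.27 (adjusted p = 0.0679). Of the iron genes, the cell wall mannoprotein gene *FIT1* had 0.48 (adjusted p = 0.114). The siderophore transporters *SIT1* and *ARN1* had 0.15 (adjusted p = 0.412) and -0.35 (adjusted p = 0.0586), the ferric reductase *FRE1* had 0.16 (adjusted p = 0.407). The ferroxidase *FET3* had -0.20 (adjusted p = 0.149). Among the transporters, the glucose transporter gene *HXT2* stood at 4.92 ± 0.611 RPKM (SD, n = 2) in the wild type and 9.63 ± 0.0750 RPKM (SD, n = 2) in *mig1∆* (log2 fold change 0.85, standard error 0.09, adjusted p = 0.00266 from limma). *PRM1*, for a protein of membrane fusion in mating, had -0.52 (adjusted p = 0.0355), and *STE2*, the alpha-factor receptor gene, -0.20 (adjusted p = 0.0959). Of the chaperone genes, *AHA1*, an activator of Hsp90, had 0.44 (adjusted p = 0.00544), *PDI1*, protein disulfide isomerase, -0.09 (adjusted p = 0.472), and *HSP82* 0.02 (adjusted p = 0.924).
Limma called no gene tested of the 9 groups. At an unadjusted p under 0.05 there were 4 of 11 genes for iron homeostasis, 2 of 7 for siderophore transport, 6 of 15 for ion transport, 6 of 19 tested for transmembrane transport (of 20 listed), 3 of 8 for the pheromone response, 5 of 5 for IMP synthesis, 5 of 6 for purine nucleotides, 15 of 22 for metabolic process and 5 of 13 for protein folding, and none passed a limma test against a fold change of 1.5. The absence of calls is not independent evidence, since the study chose the genes for not being called in the same libraries.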

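Of the 7 genes, *PIR3*, *FMP45*, *HBT1* and *SPG4* were lower in *mig1∆* at 30°C, and *YDR098C-A*, *SRX1* and *FIG1* did not pass the test. *PIR3*, for a cell wall protein, stood at 162 ± 25.2 RPKM (SD, n = 2) in the wild type and 74.6 ± 1.48 RPKM (SD, n = 2) in *mig1∆* (log2 fold change -1.10, standard error 0.13, adjusted p = 0.00307 from limma), where the paper's log2 fold change at 40°C is 3.10. *FMP45*, for an integral membrane protein of the eisosome family, had -1.33 (adjusted p = 0.00501) (the paper's 40°C value is 1.81). *HBT1*, for a protein of polarized growth in mating, had -1.21 (adjusted p = 0.0058) (the paper's is 1.23), and *SPG4*, a gene needed for survival in stationary phase, -1.26 (adjusted p = 0.0302) (the paper's is 1.60). *FIG1*, for a membrane protein of mating, stood at 4.68 ± 0.959 RPKM (SD, n = 2) in the wild type and 1.70 ± 0.0919 RPKM (SD, n = 2) in *mig1∆* (log2 fold change -1.06, standard error 0.33, adjusted p = 0.0774 from limma), *SRX1*, sulfiredoxin, at -1.36 (adjusted p = 0.151), and the transposon reading frame *YDR098C-A* at -3.48 (adjusted p = 0.159), with a standard error of 1.42.
Adjusted over the list alone, all 7 passed, which is not independent evidence of their direction, since the study chose the genes on these libraries. Left-out libraries moved the count between 1 and 4: *PIR3* (-0.94) and *HBT1* (-0.96) were under 2-fold without wild-type replicate 2, and *SPG4* lost its adjusted p with any 1 of the 4 libraries left out. None of the 4 passed when limma tested against a fold change of 1.5, and 6 of the 7 genes were called when *mig1∆* and the wild type were fitted alone.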

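Genes that Mig1p is known to repress rose in *mig1∆* at 30°C. Of 23 Mig1 targets 13 were higher and none lower, with a median log2 fold change of 1.12 (adjusted p = 1.0e-13 from limma's camera, adjusted p = 0.27 with an estimated correlation). *HXK1*, the hexokinase gene that glucose represses, went from 2.31 ± 0.448 RPKM (SD, n = 2) to 64.1 ± 4.03 RPKM (SD, n = 2) (log2 fold change 4.31, standard error 0.18, adjusted p = 1.2e-04 from limma). *MAL31*, the maltose permease gene, went from 6.49 ± 0.675 RPKM (SD, n = 2) to 41.6 ± 6.78 RPKM (SD, n = 2) (log2 fold change 2.50, standard error 0.13, adjusted p = 2.0e-04 from limma). *MTH1*, for a corepressor of glucose transporter genes, went from 9.24 ± 1.41 RPKM (SD, n = 2) to 55.9 ± 4.14 RPKM (SD, n = 2) (log2 fold change 2.48, standard error 0.13, adjusted p = 2.0e-04 from limma). *SUC2*, invertase, had 1.14 (adjusted p = 5.8e-04), *GUT1*, glycerol kinase, 1.69 (adjusted p = 2.8e-04), and *GSY1*, glycogen synthase, 2.70 (adjusted p = 3.1e-04).
Of 15 genes of hexose transport and sensing 6 rose and none fell (adjusted p = 0.0019 from limma's camera, adjusted p = 0.408 with an estimated correlation), with *HXT3* from 627 ± 43.7 RPKM (SD, n = 2) to 1717 ± 57.0 RPKM (SD, n = 2) (log2 fold change 1.45, standard error 0.08, adjusted p = 2.0e-04 from limma) and *HXT4* at 1.69 (adjusted p = 0.00115). Of 11 genes of maltose and sucrose use 5 rose and none fell (adjusted p = 4.9e-06 from limma's camera, adjusted p = 0.188 with an estimated correlation). In the other direction, *SIP18* and *GRE1*, genes for hydrophilic proteins made under drying stress, had log2 fold changes of -3.24 (adjusted p = 0.00284) and -2.63 (adjusted p = 2.7e-04), and *HSP26* one of -1.34 (adjusted p = 5.8e-04). For these lists the counts were the same when adjusted over the list alone. The median of the hexose list was 0.44, with 0.22 without *mig1∆* replicate 1, 0.67 without *mig1∆* replicate 2 and 0.96 with the filter at 10 RPKM. That of the maltose list was 0.63, with 0.41 at a pseudocount of 5 and 1.48 with the filter at 10 RPKM. The paper proposes that Mig1p affects a small and specific set of genes at high temperature.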

### Sin3p, Srb2p and Mig1p Regulated Their Transcriptional Regulatory Networks Through Multiple Downstream TFs

To unveil downstream transcription regulatory networks regulated by core TFs including Sin3p, Srb2p and Mig1p, we identified significantly differentially expressed TFs (SDETFs) due to core TF deletions (Figures 3A, 4A, 5A) and their associated SDEGs (Supplementary Table S5) using the YEASTRACT database (Teixeira et al., 2006; Teixeira et al., 2014). We then performed GO enrichment analysis for the SDEGs associated with the SDETFs and further analyzed the regulatory relationship between the core TFs and the SDETFs as well as the SDETFs and the enriched GO biological processes of their associated SDEGs (Supplementary Table S5). For each regulatory network centered on the core TF, the core TF was placed in the central position. The middle layer was composed of SDETFs caused by the core TF deletion. The terminal layer consisted of enriched GO biological processes of SDEGs associated with those SDETFs. Then, the regulatory relationships between layers were deduced depending on the fact that the SDETFs and SDEGs showed increased or decreased expression (Figures 3B, 4B, 5B). Thus, how each core TF was involved in regulating gene expression and biological process activities could be clearly dissected. Additionally, to focus on the transcription regulatory networks in response to high-temperature fermentation, only the dissection results of SDEGs at high temperature (40°C) were described in detail, while the downstream TFs as well as their associated SDEGs and enriched GO biological processes at normal temperature (30°C) were also included in Supplementary Table S5 for a reference.

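Of the 28 transcription factors that the paper places downstream of Sin3p at 40°C, 4 were higher, 9 lower and 15 did not pass the test in *sin3∆* at 30°C. Of these 13 genes 7 had the paper's 40°C direction and 6 the other. *HAC1*, for the activator of the unfolded protein response, stood at 1394 ± 54.3 RPKM (SD, n = 2) in the wild type and 328 ± 0.704 RPKM (SD, n = 2) in *sin3∆* (log2 fold change -2.08, standard error 0.09, adjusted p = 1.5e-06 from limma), *RPI1*, for a regulator of fermentation and Ras, had -4.69 (adjusted p = 5.2e-06), *SIP4*, an activator of gluconeogenesis, 3.28 (adjusted p = 1.4e-06), and *SRB8*, a subunit of the Mediator kinase module, 2.39 (adjusted p = 7.3e-06), each in the paper's direction. In the other direction from the paper's 40°C values were *XBP1*, a stress-induced repressor, with -4.00 (adjusted p = 1.2e-07), *USV1* with -3.15 (adjusted p = 7.4e-06). The same held for *ADR1*, an activator of genes for ethanol and fatty acid use, with -3.13 (adjusted p = 1.5e-06), *MSN4*, an activator of the stress response, with -2.96 (adjusted p = 8.0e-07), and *HPA2* with -1.75 (adjusted p = 0.00204).
For the 16 factors downstream of Srb2p, 5 were higher, 4 lower and 7 did not pass, and the 9 called had the paper's direction. The 16 include *PDR3*, whose 40°C value Supplementary Table S6 prints beside a second mention of Pdr8p. Among them *STP4* fell (log2 fold change -2.71, adjusted p = 7.0e-07), *KAR4*, a regulator of nuclear fusion genes, rose (log2 fold change 1.57, adjusted p = 3.2e-06), and *MIG1* itself, a gene chosen after its value was seen, rose from 27.2 ± 2.42 RPKM (SD, n = 2) to 64.4 ± 1.84 RPKM (SD, n = 2) (log2 fold change 1.21, standard error 0.09, adjusted p = 1.6e-05 from limma). Of the 9 factors downstream of Mig1p, *MTH1* and *MAL33*, the maltose activator gene (log2 fold change 1.48, adjusted p = 6.2e-04), rose and 7 did not pass. All counts were the same when adjusted over the list alone.
The authors' deposited tables hold 59 factors for *sin3∆*, 58 for *srb2∆* and 6 for *mig1∆* at 30°C, and 25 of the 27 increased and 30 of the 32 decreased ones of *sin3∆*, 20 of 23 and 32 of 35 of *srb2∆*, and 5 of 5 and 1 of 1 of *mig1∆* were called here. The 1 decreased factor of *mig1∆* is *MIG1* itself, the deleted gene, so its call was fixed by the deletion. Among these lists, which the study drew from the same libraries and which are not independent evidence of direction, *ZNF1*, an activator of genes for nonfermentable carbon, rose in *sin3∆* (log2 fold change 4.26, adjusted p = 6.8e-07) and *srb2∆* (log2 fold change 3.36, adjusted p = 1.7e-06). *ARR1* (log2 fold change -3.41, adjusted p = 1.5e-07) and the glucose-regulated repressor gene *NRG2* (log2 fold change -3.28, adjusted p = 1.4e-06) fell in *sin3∆*, and *XBP1* (log2 fold change -5.36, adjusted p = 3.3e-08) and *SUT2* (log2 fold change 3.16, adjusted p = 4.6e-06) changed in *srb2∆*. In *mig1∆* the repressor paralog *MIG2* (log2 fold change 1.28, adjusted p = 5.8e-04), the sterol regulator *UPC2* (log2 fold change 1.41, adjusted p = 9.9e-04) and the galactose activator *GAL4* (log2 fold change 1.22, adjusted p = 0.00592) rose. At a pseudocount of 5, *HPA2* in *sin3∆* (-0.85) and *UPC2* and *GAL4* in *mig1∆* (0.90 and 0.93) were under 2-fold. *RPI1* and *ZNF1* in *sin3∆* then stood at -2.98 and 2.52, and *ZNF1* in *srb2∆* at 1.78.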

**FIGURE 3:**
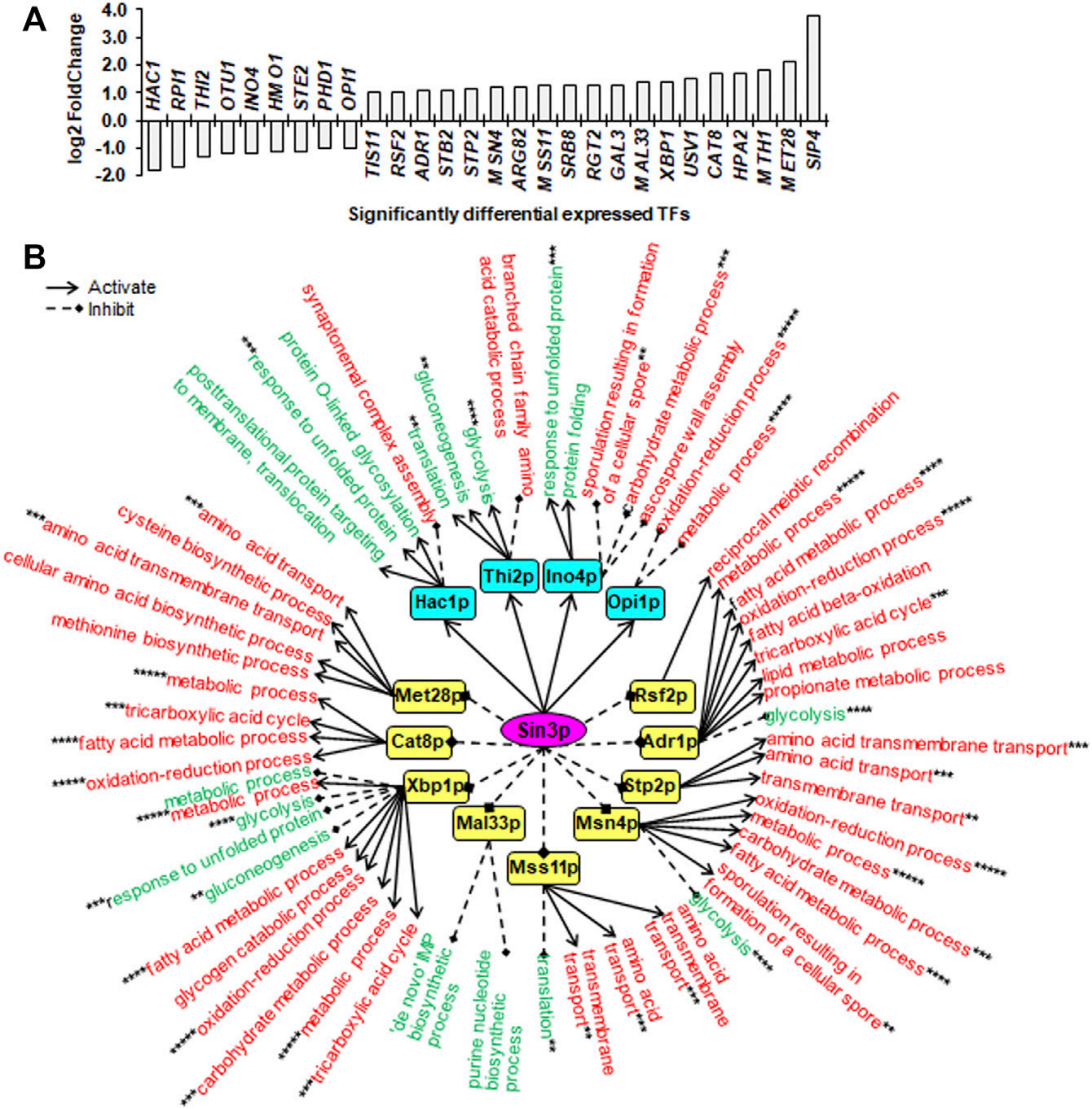
Downstream SDETFs and transcription regulatory network regulated by Sin3p. **(A)** Significantly differentially expressed transcription factors (SDETFs) due to *SIN3* deletion. **(B)** Downstream transcription regulatory networks regulated by Sin3p. Sin3p is placed in the core position of the network and shown in a purple and elliptic box. The middle layer is composed of SDETFs caused by *SIN3* deletion. The SDETFs activated by Sin3p, thus showing decreased expression due to *SIN3* deletion, are shown in aqua boxes. The SDETFs inhibited by Sin3p, thus showing increased expression due to *SIN3* deletion, are shown in yellow boxes. The terminal layer consists of enriched GO biological processes of SDEGs associated with those SDETFs. The GO biological processes, in which the SDETF-associated SDEGs showing increased expression are enriched, are shown in red. The GO biological processes, in which the SDETF-associated SDEGs showing decreased expression are enriched, are shown in green. Solid arrows represent the regulatory relationship of activation. Dashed diamond arrows represent the regulatory relationship of inhibition. The GO biological process regulated by multiple TFs is indicated using asterisks, whose number was equal to the number of TFs.

**FIGURE 4:**
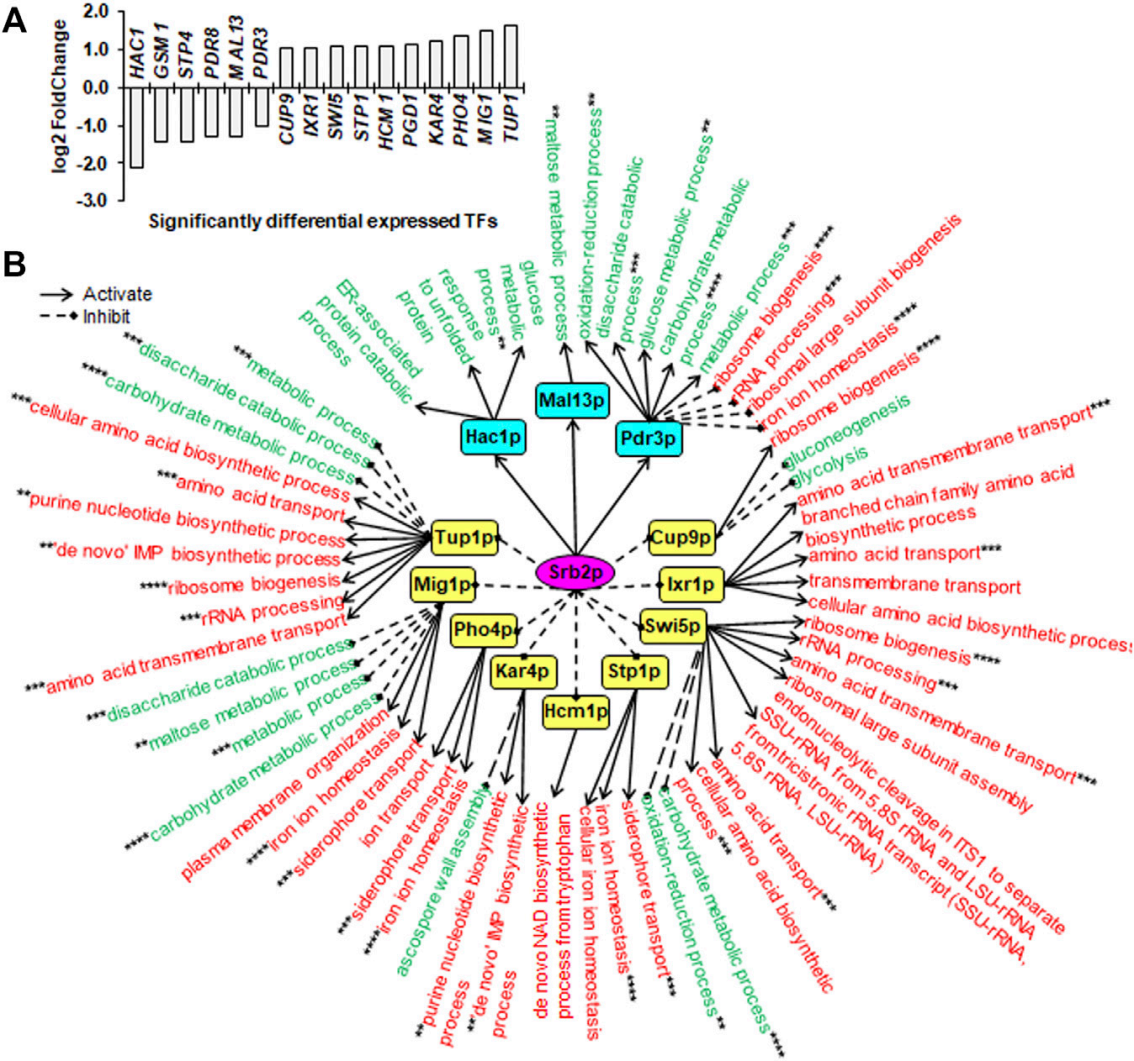
Downstream SDETFs and transcription regulatory network regulated by Srb2p. **(A)** Significantly differentially expressed transcription factors (SDETFs) due to *SRB2* deletion. **(B)** Downstream transcription regulatory networks regulated by Srb2p. Srb2p is placed in the core position of the network and shown in a purple elliptic box. The middle layer is composed of SDETFs caused by *SRB2* deletion. The SDETFs activated by Srb2p, thus showing decreased expression due to *SRB2* deletion, are shown in aqua boxes. The SDETFs inhibited by Srb2p, thus showing increased expression due to *SRB2* deletion, are shown in yellow boxes. The terminal layer consists of enriched GO biological processes of SDEGs associated with those SDETFs. The GO biological processes, in which the SDETF-associated SDEGs showing increased expression are enriched, are shown in red. The GO biological processes, in which the SDETF-associated SDEGs showing decreased expression are enriched, are shown in green. Solid arrows represent the regulatory relationship of activation. Dashed diamond arrows represent the regulatory relationship of inhibition. The GO biological process regulated by multiple TFs is indicated using asterisks, whose number was equal to the number of TFs.

**FIGURE 5:**
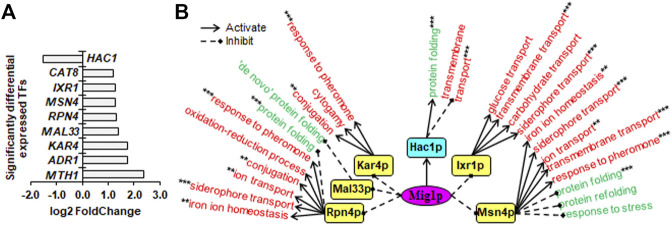
Downstream SDETFs and transcription regulatory network regulated by Mig1p. **(A)** Significantly differentially expressed transcription factors (SDETFs) due to *MIG1* deletion. **(B)** Downstream transcription regulatory networks regulated by Mig1p. Mig1p is placed in the core position of the network and shown in a purple and elliptic box. The middle layer is composed of SDETFs caused by *MIG1* deletion. The SDETFs activated by Mig1p, thus showing decreased expression due to *MIG1* deletion, are shown in aqua boxes. The SDETFs inhibited by Mig1p, thus showing increased expression due to *MIG1* deletion, are shown in yellow boxes. The terminal layer consists of enriched GO biological processes of SDEGs associated with those SDETFs. The GO biological processes, in which the SDETF-associated SDEGs showing increased expression are enriched in, are shown in red. The GO biological processes, in which the SDETF-associated SDEGs showing decreased expression are enriched, are shown in green. Solid arrows represent the regulatory relationship of activation. Dashed diamond arrows represent the regulatory relationship of inhibition. The GO biological process regulated by multiple TFs is indicated using asterisks, whose number was equal to the number of TFs.

Due to *SIN3* deletion, nine TFs showed decreased expression, and 19 TFs showed increased expression (Figure 3A). The dissected Sin3p-regulated transcriptional network covered 13 downstream TFs as well as 89.8% of upregulated SDEGs and 91.3% of downregulated SDEGs (Figure 3B). By activating Hac1p, Thi2p, Ino4p and Opi1p, Sin3p might positively regulate transcription of SDEGs enriched in seven biological processes, but negatively regulate the transcription of SDEGs enriched in seven biological processes. On the other hand, by inhibiting eight TFs, including Rsf2p, Adr1p, Stp2p, Msn4p, Mss11p, Xbp1p, Cat8p and Met28p, Sin3p might negatively regulate the transcription of SDEGs enriched in 17 biological processes. Additionally, by repressing five TFs, including Adr1p, Msn4p, Mss11p, Mal33p and Xbp1p, Sin3p positively regulated the transcription of SDEGs enriched in seven biological processes.

Due to *SRB2* deletion, six TFs showed decreased expression, and 10 TFs showed increased expression (Figure 4A). The dissected Srb2p-regulated transcriptional network covered 12 downstream TFs as well as 92.4% of upregulated SDEGs and 87.2% of downregulated SDEGs (Figure 4B). By activating Hac1p, Mal13p and Pdr3p, Srb2p might positively regulate the transcription of SDEGs enriched in eight biological processes. Additionally, by inducing Pdr3p, Srb2p might negatively regulate the transcription of SDEGs enriched in four biological processes. On the other hand, by inhibiting 10 TFs, including Cup9p, Ixr1p, Swi5p, Stp1p, Hcm1p, Kar4p, Pho4p, Mig1p and Tup1p, Srb2p might negatively regulate the transcription of SDEGs enriched in 17 biological processes. Additionally, by repressing five TFs including Cup9p, Swi5p, Kar4p, Mig1p and Tup1p, Srb2p positively regulated the transcription of SDEGs enriched in eight biological processes.

Due to *MIG1* deletion, only one TF, Hac1p, showed decreased expression, and eight TFs showed increased expression (Figure 5A). The dissected Mig1p-regulated transcriptional network covered six downstream TFs as well as 92.7% of upregulated SDEGs and 93.8% of downregulated SDEGs (Figure 5B). By activating Hac1p, Mig1p might positively regulate transcription of SDEGs enriched in the biological process of protein folding, while negatively regulate the transcription of SDEGs enriched in the biological process of transmembrane transport. On the other hand, by inhibiting Ixr1p, Msn4p, Rpn4p and Kar4p, Mig1p negatively regulated the transcription of SDEGs enriched in eight biological processes. Additionally, by repressing Msn4p, Rpn4p and Mal33p, Mig1p might positively the regulate transcription of SDEGs enriched in four biological processes.

Remarkably, in all three Sin3p-, Srb2p- and Mig1p-regulated networks, many SDEGs and their enriched biological processes were found to be regulated by multiple TFs. For instance, the biological process of response to unfolded protein, which showed decreased gene expression due to *SIN3* deletion, was positively regulated by two Sin3p-activated TFs, Hac1p and Ino4p, and negatively regulated by one Sin3p-inhibited TF, Xbp1p (Figure 3B). Furthermore, most TFs regulated by Sin3p, Srb2p and Mig1p could function as activators or inhibitors for different genes enriched in different biological processes, enhancing the complexity of transcriptional regulatory networks.

### Five Potential Upstream TFs Were Involved in Regulating Sin3p, Srb2p and Mig1p as Well as Their Regulated Genes

To further deduce potential TFs involved in regulating Sin3p, Srb2p and Mig1p as well as their regulated genes, we explored the TFRank method in the YEASTRACT database, which was developed to select and prioritize the relevant regulatory players for a list of genes of interest (Goncalves et al., 2011). All the SDEGs of each core TF deletion were used to rank potential TFs, and the top six TFs corresponding to the highest regulation weight and separately regulating more than 40% of SDEGs were considered to be the most relevant mediators of the yeast transcriptional response to the core TF deletion (Figure 6A). The top six TFRank-suggested TFs for the SDEGs of *SIN3* or *SRB2* deletion showed higher weights than those of *MIG1* deletion (Figure 6A). Since the TFRank method takes into account integrated rather than isolated transcriptional control, while walking through the global TF network, the regulation weight also indicated the significance of the top six ranked TFs and their associated target genes in the whole regulatory network. Therefore, the top six ranked TFs and their targets of the Sin3p- and Srb2p-regulated networks might play major roles in the global regulatory network in response to long-term thermal stress, and those of the Mig1p-regulated network might play a moderate role.

**FIGURE 6:**
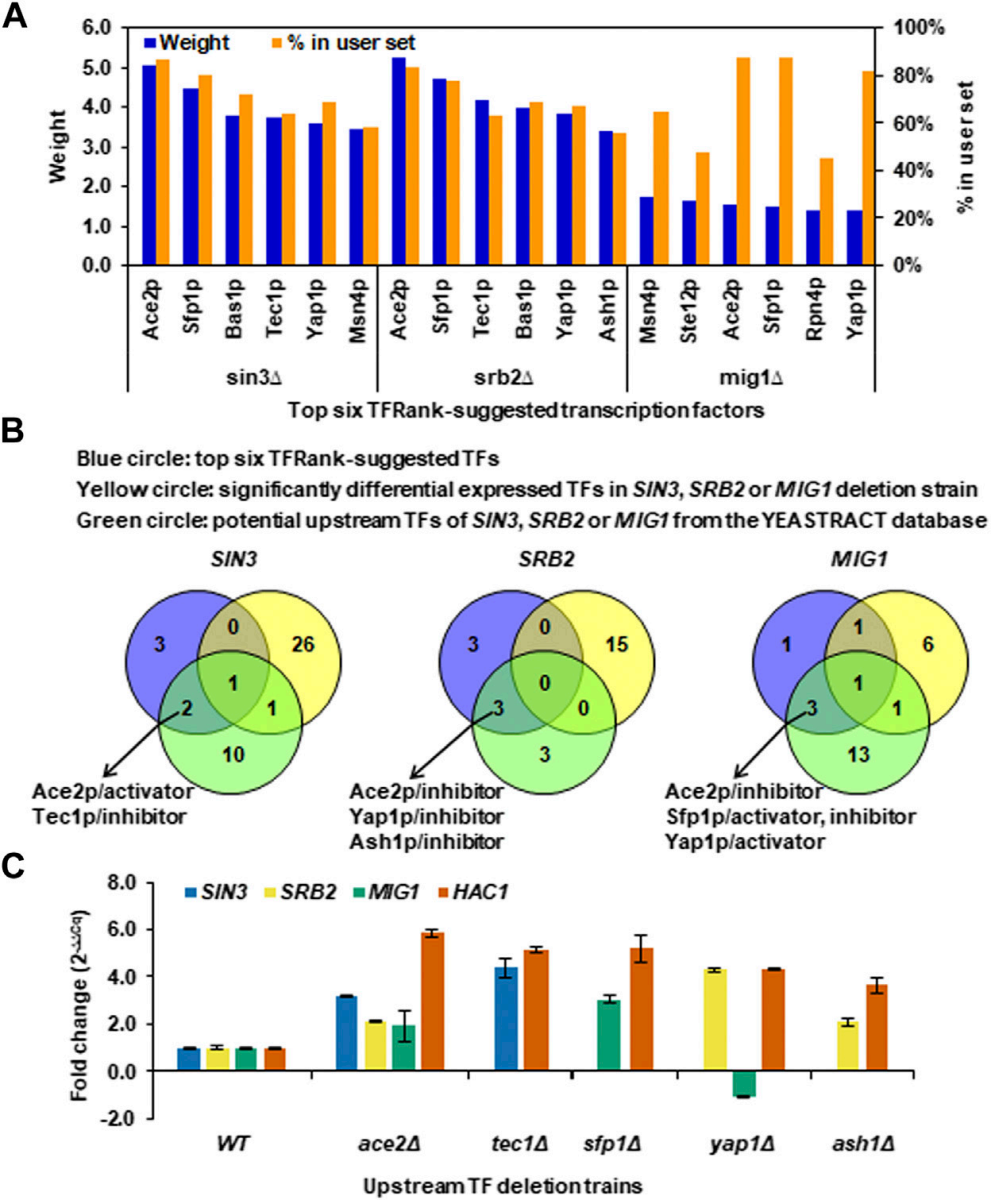
Upstream TFs regulating the core TFs and their downstream regulated genes under long-term thermal stress. **(A)** Top six TFRank-suggested transcription factors using the tool of Rank by TF in the YEASTRACT database and all the SDEGs caused by *SIN3*, *SRB2* or *MIG1* deletion as target genes. Regulation weights were given by the TFRank analysis. The percentage of target genes in the user set was calculated as the ratio of the number of SDEGs the TF can regulate to the number of total SDEGs. **(B)** Venn diagram analysis for determining the TFs that most likely play regulatory roles upstream of the core TFs at a higher level. **(C)** Transcriptional changes of *SIN3*, *SRB2*, *MIG1* and *HAC1* in the *ace2Δ*, *tec1Δ*, *sfp1Δ*, *yap1Δ* and *ash1Δ* deletion strains. Data represent the mean and standard error of triplicate cultures (n = 3) for each strain.

To more explicitly predict the TFs that most likely play regulatory roles upstream of the core TFs, the SDETFs whose expression levels were influenced by the core TF deletion were first eliminated from the top six TFs to avoid disturbance from the downstream layer of the regulatory network (Figure 6B). Furthermore, only those of the top six TFs, which were also found to be the potential upstream TFs regulating the core TF according to documented expression evidence in the YEASTRACT database, were deemed to be most likely involved in regulating the core TF as well as their regulated genes (Supplementary Table S6, Figure 6B). Eventually, Ace2p was deduced to be an activator of *SIN3*, but an inhibitor of *SRB2* and *MIG1* (Figure 6B). Yap1p is an inhibitor of *SRB2* but an activator of *MIG1*. Tec1p, Ash1p and Sfp1p were specific TFs for *SIN3*, *SRB2* and *MIG1*, respectively (Figure 6B).

To experimentally confirm the regulatory roles of the predicted upstream regulators, changes in the mRNA levels of *SIN3*, *SRB2* and *MIG1* as well as their common regulated target *HAC1* in the comparison of the upstream TF deletion strains versus the wild type strain were detected using real-time quantitative PCR (Figure 6C). *ACE2* deletion resulted in significantly increased transcription of *SIN3* (fold change >2), indicating that Ace2p is an inhibitor of *SIN3* instead of an activator documented at YEASTRACT. *ACE2* deletion also resulted in increased transcription of *SRB2* and *MIG1*, confirming the inhibitory regulation of Ace2p, although the degrees of transcriptional changes were not as significant as that of *SIN3*. The upstream regulators, Tec1p, Sfp1p and Ash1p, were confirmed to be inhibitors of *SIN3*, *MIG1* and *SRB2*, respectively, due to increased transcription of the TFs upon upstream regulator deletion. Yap1p, as an inhibitor, was confirmed for *SRB2* but not for *MIG1*, since the fold changes in the transcription of *SRB2* and *MIG1* upon *ACE2* deletion were 4.3 and -1.1, respectively.

### A Combined Hierarchical Transcriptional Regulatory Network Centered on Sin3p, Srb2p and Mig1p Was Dissected to Be Specifically Involved in the Response to Long-Term Thermal Stress

To take a clear and comprehensive look at the global transcriptional regulatory network centered on the core TFs, which might contain key players in response to long-term thermal stress, we generated a three-layer regulatory network by combining all the analyses of downstream and upstream TFs and TF-gene associations for the SDEGs due to the core TF deletions (Figure 7, Supplementary Table S7). As apparently indicated, Ace2p seemed to play a general role in the regulation of the whole network by inhibiting Sin3p, Mig1p and Srb2p. In contrast, Tec1p and Sfp1p seemed to play a specific regulatory role by inhibiting Sin3p or by inhibiting Mig1p, respectively. In addition to Ace2p, Yap1p and Ash1p were also involved in inhibiting Srb2p.

**FIGURE 7:**
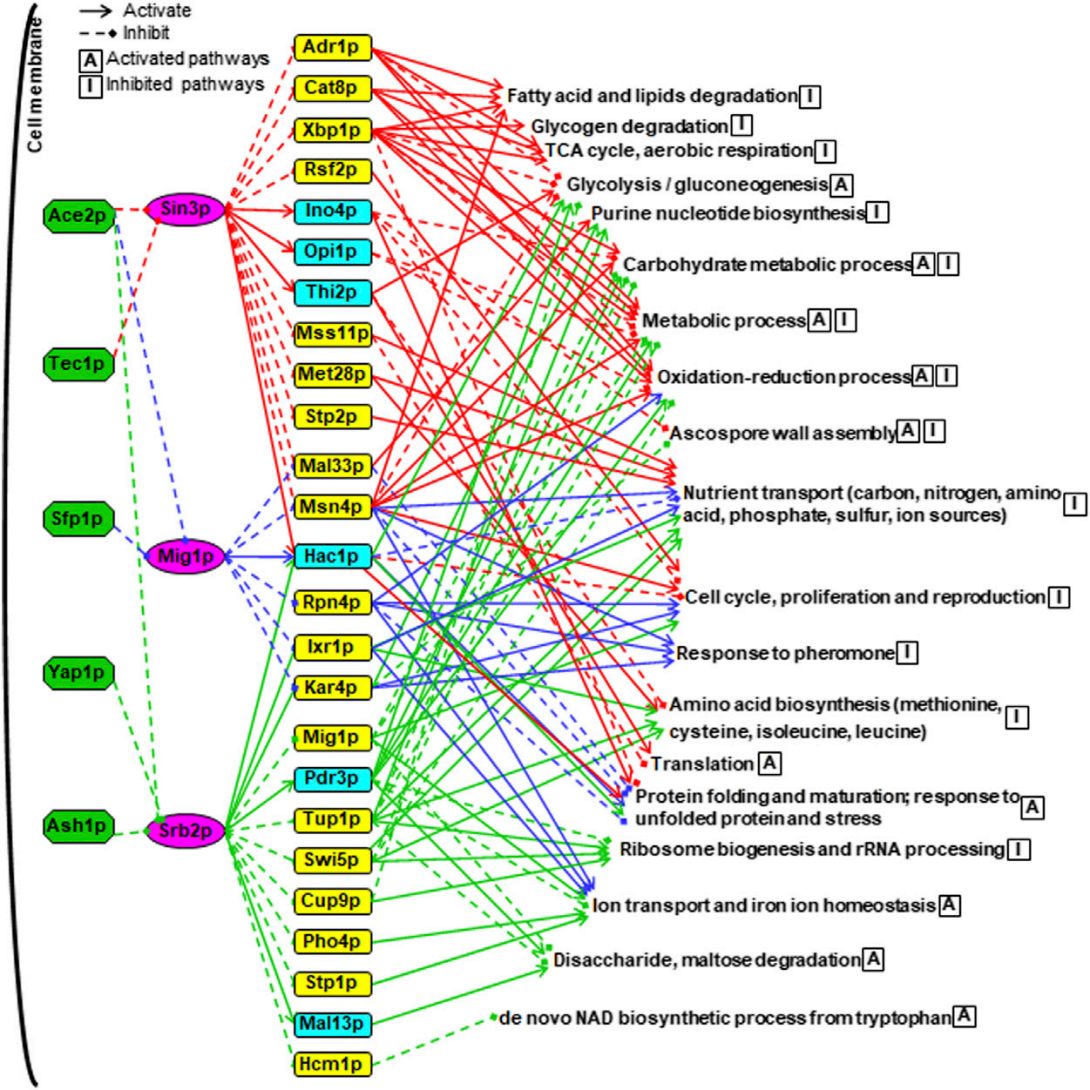
A combined hierarchical transcriptional regulatory network centered on Sin3p, Srb2p and Mig1p. The upstream TFs were shown in green boxes. The core TFs were shown in purple boxes. The SDETFs activated by the core TFs, thus showing decreased expression due to the core TF deletion, are shown in aqua boxes. The SDETFs inhibited by the core TFs, thus showing increased expression due to the core TF deletion, are shown in yellow boxes. The enriched GO biological processes of SDEGs activated by the core TFs, thus showing decreased expression due to the core TF deletion, are indicated with the letter A in a box. The enriched GO biological processes of SDEGs inhibited by the core TFs, thus showing increased expression due to the core TF deletion, are indicated with the letter I in a box. The components in the Sin3-involved regulatory network are linked by red lines, blue for Mig1p and green for Srb2p. Solid arrows represent the regulatory relationship of activation. Dashed diamond arrows represent the regulatory relationship of inhibition.

The middle layer was composed of 25 TFs, which showed significantly differential expression due to at least one of the core TF deletions (Figure 7). These 25 TFs have been reported to regulate a broad spectrum of target genes involved in different physiological activities of yeast. For instance, Adr1p, Cat8p and Mig1p are in a transcriptional regulatory cascade, that is controlled by the upstream protein kinase Snf1p and involved in regulating glucose repression, nonfermentable carbon utilization, respiration, etc. (Turcotte et al., 2010). Interestingly, Snf1 is also a key player in the response to cellular stress in yeast, such as nutrient limitation, salt stress and heat shock (Sanz, 2003). Additionally, Xbp1p, Rsf2p, Msn4p, Hac1p, Rpn4p, Pdr3p, Cup9p and Hcm1p have also been reported to play regulatory roles in the cellular response to several forms of stress (*Saccharomyces* Genome database, SGD, www.yeastgenome.org). The remaining 25 TFs have been reported to regulate sulfur metabolism, proteasome, invasive growth, phosphate metabolism, etc. (SGD). These results indicated that Sin3p, Srb2p and Mig1p might allow yeast cells to maintain physiological activities under long-term thermal stress by regulating some TFs in the middle layer. Notably, all three core TFs were involved in activating Hac1p expression. Hac1p is an essential TF under conditions that trigger the unfolded protein response (UPR) (Kaufman, 1999), such as heat shock stress. This suggested that Sin3p, Srb2p and Mig1p might be involved in the long-term thermal stress-induced UPR by activating Hac1p.

From the viewpoint of the terminal layer in the whole network, the regulation of the biological processes was fulfilled by collaborating multiple TFs through multiple regulation routes (Figure 7). Among the 19 groups of GO enriched biological processes regulated by the whole network, nutrient transport, cell cycle, proliferation and reproduction were inhibited by three core TF-regulated networks: Sin3p, Mig1p and Srb2p. The oxidation-reduction process containing various pathways was inhibited by the Sin3p-, and Mig1p-regulated networks but activated by the Srb2p-regulated network. Remarkably, the regulatory functions of Sin3p, Mig1p and Srb2p seemed to be well organized to control protein metabolism. Specifically, protein precursor amino acid biosynthesis was inhibited by the Sin3p- and Srb2p-regulated networks. Ribosome biogenesis and rRNA processing were only inhibited by the Srb2p-regulated network, whereas the translation process was only activated by the Sin3p-regulated network. By activating the same TF, Hac1p, all three core TFs-regulated networks were involved in activating protein folding and maturation as well as the response to unfolded proteins and stress.

Some biological processes were regulated by two core TF-regulated networks. The glycolysis and gluconeogenesis pathways were activated by both the Sin3p- and Srb2p-regulated networks, while purine nucleotide biosynthesis was inhibited. Furthermore, the biological processes of carbohydrate metabolic process and metabolic process as well as ascospore wall assembly were inhibited by the Sin3p-regulated networks but activated by the Srb2p-regulated networks. On the other hand, ion transport and iron ion homeostasis were activated by Mig1p- and Srb2p-regulated networks.

Additionally, some biological bioprocesses were specifically regulated by one core TF-regulated network. The biological processes of fatty acid and lipid degradation, glycogen degradation, tricarboxylic acid (TCA) cycle and aerobic respiration were only inhibited by the Sin3p-regulated network. The biological processes activated only by the Srb2p-regulated network were related to disaccharide and maltose degradation as well as *de novo* NAD biosynthetic process from tryptophan. The biological process of the response to pheromone was found to be inhibited only by the Mig1p-regulated network.

## Discussion

Transcriptional regulation plays a pivotal role in yeast defense and adaptation against environmental stresses. Transcriptional control of the short-term heat shock response has been intensively investigated (Gasch et al., 2000; Verghese et al., 2012). In contrast, the mechanism underlying the response to long-term thermal stress has recently attracted considerable attention on the behalf of industrial application of yeast thermotolerance in high temperature fermentation processes (Abdel-Banat et al., 2010; Caspeta et al., 2014; Shui et al., 2015; Lahtvee et al., 2016). In this study, we identified three core TFs specifically involved in regulating the response to long-term thermal stress, including Sin3p, Srb2p and Mig1p. The deletion of *SIN3* and *SRB2* resulted in dramatically decreased fermentation capacities at high temperature but had no effect on cell survival after heat shock treatment (Figures 1, 2). Additionally, *MIG1* was previously observed to be the most significantly upregulated specific TF under prolonged thermal stress (Xiao et al., 2018), although its deletion had no apparent effect on fermentation capacity at high temperature (Figure 1). Based on the analyses of comparative transcriptome profiling of the core TF deletions and transcription regulatory associations, a hierarchical transcriptional regulatory network centered on these three TFs was further generated and dissected, thus providing a better understanding of the regulatory mechanism behind long-term thermal stress tolerance as well as potential targets for transcriptome engineering to improve yeast thermotolerance.

Compared with short-term heat shock, which causes yeast cells to experience transient and severe heat stress thereby causing thermal damage to threaten cell survival, long-term thermal stress is prolonged and moderate, which leads to inhibited cell growth and reduced fermentation capacity. Coincident with distinct physiological effects, transcriptional reprogrammings are also different between the responses to short- and long-term thermal stress. The heat shock response is appropriately considered to prevent severe thermal damage rather than to promote recovery from an existing insult (Verghese et al., 2012). Hsf1p acts as a primary modulator to activate a battery of cytoprotective genes encoding heat shock proteins, Msn2p and Msn4p govern gene expression involved in the general stress response, and another four heat shock TFs, Sfp1p, Pdr3p, Rpn4p and Stp1p regulate genes encoding ribosomal components, proteasomal proteins, RNA-processing factors, and other progrowth proteins, resulting in the repression of the protein biosynthetic capacity (Wu and Chen, 2009; Sakurai and Ota, 2011). In contrast, the response to long-term thermal stress seemed to induce recovery pathways from thermal damage rather than cytoprotective pathways. Long-term high temperature induced transcriptional expression of core TFs, including Sin3p, Srb2p and Mig1p (Xiao et al., 2018). By activating the whole transcription regulatory network centered on the core TFs, only several heat shock proteins were induced (Supplementary Table S3). Although the biological processes of amino acid biosynthesis, ribosome biogenesis and rRNA processing were inhibited, the biological processes of translation, protein folding and maturation were activated (Figure 7). This suggested that yeast cells under prolonged thermal stress could maintain their protein biosynthetic capacity, which is repressed by short-term heat shock. Remarkably, Hac1, a key TF involved in regulating the unfolded protein response, was positively regulated by three core TFs, Sin3p, Srb2p and Mig1p (Figure 7), thus efficiently buffering endoplasmic reticulum stress caused by high temperature. Furthermore, high temperature was previously observed to increase protein turnover, which increases ATP demand for cellular maintenance, leading to the onset of respirofermentative metabolism (Lahtvee et al., 2016). Similarly, glycolysis was positively regulated by the core TF-mediated transcription regulatory network, while the TCA cycle and aerobic respiration were inhibited.

Notably, the core TFs might be endowed with novel regulatory functions at prolonged thermal stress in contrast to normal and short-term thermal stress conditions. 

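At 30°C, genes of the ribosome and of its assembly rose in *sin3∆* and *srb2∆*. An effect of the deletions cannot be told apart here from a strain or culture difference, or from the growth stage at harvest. Of 132 genes for cytosolic ribosomal proteins, 110 were higher in *sin3∆* and 114 in *srb2∆*, none lower, with median log2 fold changes of 1.36 (adjusted p = 7.2e-19 from limma's camera, adjusted p = 0.408 with an estimated correlation) and 1.31 (adjusted p = 2.3e-20 from limma's camera, adjusted p = 0.408 with an estimated correlation). *RPS14A*, for a protein of the small subunit, stood at 1917 ± 252 RPKM (SD, n = 2) in the wild type, 9452 ± 201 RPKM (SD, n = 2) in *sin3∆* and 8508 ± 563 RPKM (SD, n = 2) in *srb2∆*, log2 fold changes of 2.31 (adjusted p = 5.9e-06) and 2.15 (adjusted p = 8.4e-06). *RPL9A*, for a protein of the large subunit, had 2.20 (adjusted p = 1.7e-06) and 1.97 (adjusted p = 2.5e-06). Of 143 ribosome biogenesis genes, 87 were higher in *sin3∆* and 135 in *srb2∆*, none lower (adjusted p = 4.5e-21 from limma's camera, adjusted p = 0.188 with an estimated correlation, in *sin3∆*; adjusted p = 1.1e-29 from limma's camera, adjusted p = 0.188 with an estimated correlation, in *srb2∆*). *RSA4*, which acts in the assembly of the large subunit, went from 14.1 ± 0.561 RPKM (SD, n = 2) to 108 ± 1.59 RPKM (SD, n = 2) in *sin3∆* and 128 ± 2.47 RPKM (SD, n = 2) in *srb2∆*, log2 fold changes of 2.85 (adjusted p = 2.2e-07) and 3.10 (adjusted p = 1.7e-07). *PWP2*, of the small subunit processome, had 2.32 (adjusted p = 1.9e-06) and 2.59 (adjusted p = 1.1e-06). Subunits of RNA polymerases I and III rose in 7 of 20 genes in *sin3∆* and 18 in *srb2∆*, none lower (adjusted p = 3.1e-05 from limma's camera, adjusted p = 0.188 with an estimated correlation, in *sin3∆*; adjusted p = 3.7e-07 from limma's camera, adjusted p = 0.188 with an estimated correlation, in *srb2∆*), with *RPA43* at 1.58 (adjusted p = 8.1e-06) and 2.12 (adjusted p = 1.9e-06).
Genes for mitochondrial ribosomal proteins moved the other way, with 24 of 73 lower in *sin3∆* and 9 in *srb2∆*, none higher (adjusted p = 1.5e-12 from limma's camera, adjusted p = 0.345 with an estimated correlation, in *sin3∆*; adjusted p = 7.1e-09 from limma's camera, adjusted p = 0.407 with an estimated correlation, in *srb2∆*). In *mig1∆*, limma called no gene of the cytosolic ribosomal list, with 67 of 132 at an unadjusted p under 0.05, and none of the ribosome biogenesis list, with 66 of 143. Both lists, and that of mitochondrial ribosomal proteins, still lay above other genes there, with medians of 0.29 (adjusted p = 5.9e-13 from limma's camera, adjusted p = 0.494 with an estimated correlation), 0.18 (adjusted p = 3.6e-09 from limma's camera, adjusted p = 0.27 with an estimated correlation) and 0.23 (adjusted p = 1.3e-07 from limma's camera, adjusted p = 0.408 with an estimated correlation). The counts of all these lists were the same when adjusted over the list alone. With quantile normalization the cytosolic ribosomal medians were 0.71 in *sin3∆*, with 34 genes higher, and 0.76 in *srb2∆*, with 30 higher, and the direction stayed the same.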

Sin3p and Srb2p influenced the expression of many differentially expressed genes involved in translation at normal temperature (30°C) but not at high temperature (40°C) (Supplementary Tables S3, S4). Sin3p, a component of both the Rpd3S and Rpd3L histone deacetylase complexes, is involved in transcriptional repression and activation of diverse processes (Silverstein and Ekwall, 2005). Sin3p positively regulates transcription from the RNA polymerase II promoter in response to heat stress, ensuring cell survival and growth during the temperature increase (Ruiz-Roig et al., 2010). In this study, *SIN3* deletion resulted in severely decreased fermentation capacity at high temperature, confirming its importance for cellular maintenance under thermal stress (Figure 1). Interestingly, three TFs, Adr1, Cat8 and Mth1, which are negatively regulated by the key TF Mig1p in glucose repression (Carlson, 1999; Westholm et al., 2008), showed increased gene expression (Figure 3A). This result indicated that Sin3p negatively regulated these three TFs. Dissection of transcription regulatory associations suggested that gene expression in the TCA cycle and aerobic respiration might be inhibited by Sin3p through Adr1p and Cat8p (Figures 3B, 7). Although Adr1p, Cat8p and Mth1p also showed increased gene expression due to *MIG1* deletion, no enriched biological processes associated with Adr1p and Cat8p were found (Figure 5). Nevertheless, Mig1p was discovered to be involved in regulating stress response TFs and biological processes (Figure 5). For instance, Mig1p could activate Hac1, thus promoting protein folding. Srb2p (Med20), a head module subunit of the RNA pol II mediator complex, was previously reported to play a regulatory role in the repression of RP gene transcription under a wide variety of environmental stresses (Willis et al., 2008). In addition to inhibiting ribosome biogenesis and rRNA processing, Srb2p was also involved in activating glycolysis, ion transport and iron ion homeostasis (Figures 4B, 7). The significance of these altered biological processes in response to prolonged thermal tolerance remains to be further investigated. Additionally, Sin3p, Srb2p and Mig1p were found to be conserved from yeast to fungi or even humans (Ronne, 1995; Boube et al., 2002; Nishida, 2009). However, their roles in the stress response are less known. Thus, this work could provide clues for investigating the regulation of the cell stress response via Sin3p, Srb2p and Mig1p in organisms other than *S. cerevisiae*.

Transcription factors are regarded as desirable targets for manipulating transcriptional states to enhance stress tolerance. In our previously reported study (Xiao et al., 2018), the overexpression of *MIG1* and *SRB2* under their original promoters showed significantly increased fermentation capacities at high temperature. However, when driven by constitutively strong promoters using a high-copy plasmid, the overexpression of *MIG1* and *SRB2* had few or even adverse effects on heat-stressed growth. Similarly, in this study, *SIN3* overexpression under its original promoter slightly enhanced glucose consumption and ethanol production at high temperature, while its overexpression under the strong promoter *TEF1* obviously hampered thermotolerant fermentation (Supplementary Figure S5). All these results suggested that the core TFs Sin3p, Srb2p and Mig1p required for long-term thermotolerance might be dosage-sensitive and subtly regulated to maintain the physiological activities of *S. cerevisiae* cells at high temperature. Overexpression of Ace2p and/or Spf1p was recently reported to be beneficial to resistance to acetic acid and furfural (Chen et al., 2016). While not tested in this study, appropriate perturbation of predicted upstream TFs, including Ace2p, Tec1p, Spf1p, Yap1p and Ash1p, in the whole transcription regulatory network centered on the core TFs could potentially render beneficial regulatory traits in transcription to improve yeast thermotolerance. In the future, more efforts would be worthwhile to develop multiplex fine-tuning approaches to manipulate these TFs, thus improving the long-term thermal stress tolerance of yeast.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: A Hierarchical Transcriptional Regulatory Network Required for Long-Term Thermal Stress Tolerance in an Industrial Saccharomyces cerevisiae Strain
**Source:** Front Bioeng Biotechnol. 2022 Jan 18;9:826238. doi: 10.3389/fbioe.2021.826238
**Supplement:** Supplementary file 3

Supplementary Material

**Supplementary Table S1. *S. cerevisiae* strains used in this study**

| Strain or Plasmid | Description | Reference or source |
| --- | --- | --- |
| *S. cerevisiae* strains |  |  |
| BY4743 deletion collection | The deletion strain collection of heterozygous diploid strain BY4743 (*MAT*a/α *his3*Δ*1/his3*Δ*1 leu2*Δ*0/leu2*Δ*0 LYS2/lys2*Δ*0 met15*Δ*0/MET15 ura3*Δ*0/ura3*Δ*0*) | EUROSCARF, Frankfurt, Germany |
| ScY01 | Evolved thermotolerant strain from ScY, diploid | (Shui et al., 2015) |
| ScY01a | *MATa* haploid strain derived from ScY01 | (Xiao et al., 2018) |
| ScY01a (ura3∆) | ScY01a, MATa, ura3::KanMX; uracil auxotrophic | (Xiao et al., 2018) |
| ScY01a (*abf1∆*) | ScY01a, *MATa*, *abf1*::KanMX | This study |
| ScY01a (*ash1∆*) | ScY01a, *MATa*, *ash1*::KanMX | This study |
| ScY01a (*cbf1∆*) | ScY01a, *MATa*, *cbf1*::KanMX | This study |
| ScY01a (*cdc73∆*) | ScY01a, *MATa*, *cdc73*::KanMX | This study |
| ScY01a (*cst6∆*) | ScY01a, *MATa*, *cst6*::KanMX | This study |
| ScY01a (*fhl1∆*) | ScY01a, *MATa*, *fhl1*::KanMX | This study |
| ScY01a (*gcr2∆*) | ScY01a, *MATa*, *gcr2*::KanMX | This study |
| ScY01a (*isw2∆*) | ScY01a, *MATa*, *isw2*::KanMX | This study |
| ScY01a (*mbp1∆*) | ScY01a, *MATa*, *mbp1*::KanMX | This study |
| ScY01a (*mig1∆*) | ScY01a, *MATa*, *mig1*::KanMX | (Xiao et al., 2018) |
| ScY01a (*pdr3∆*) | ScY01a, *MATa*, *pdr3*::KanMX | This study |
| ScY01a (*rap1∆*) | ScY01a, *MATa*, *rap1*::KanMX | This study |
| ScY01a (rlm1*∆*) | ScY01a, *MATa*, *rlm1*::KanMX | This study |
| ScY01a (*sin3∆*) | ScY01a, *MATa*, *sin3*::KanMX | This study |
| ScY01a (*sko1∆*) | ScY01a, *MATa*, *sko1*::KanMX | This study |
| ScY01a (*srb2∆*) | ScY01a, *MATa*, *srb2*::KanMX | (Xiao et al., 2018) |
| ScY01a (*stb5∆*) | ScY01a, *MATa*, *stb5*::KanMX | This study |
| ScY01a (*swi4∆*) | ScY01a, *MATa*, *swi4*::KanMX | This study |
| ScY01a (*yhp1∆*) | ScY01a, *MATa*, *yhp1*::KanMX | This study |
| ScY01a (*skn7∆*) | ScY01a, *MATa*, *skn7-(641-672)*::KanMX | This study |
| ScY01a (*snf2 ∆*) | ScY01a, *MATa*, *snf2-(601-631)*:KanMX | This study |
| ScY01a (*sok2∆*) | ScY01a, *MATa*, *sok2-(501-542)*::KanMX | This study |
| ScY01a (*yap1∆*) | ScY01a, *MATa*, *yap1-(631-671)*::KanMX | This study |
| ScY01a (*ace2∆*) | ScY01a, *MATa*, *ace2*::KanMX | This study |
| ScY01a (*tec1∆*) | ScY01a, *MATa*, *tec1*::KanMX | This study |
| ScY01a (*sfp1∆*) | ScY01a, *MATa*, *sfp1*::KanMX | This study |

# Supplementary material for: A Hierarchical Transcriptional Regulatory Network Required for Long-Term Thermal Stress Tolerance in an Industrial Saccharomyces cerevisiae Strain
**Source:** Front Bioeng Biotechnol. 2022 Jan 18;9:826238. doi: 10.3389/fbioe.2021.826238
**Supplement:** Supplementary file 4

Supplementary Material

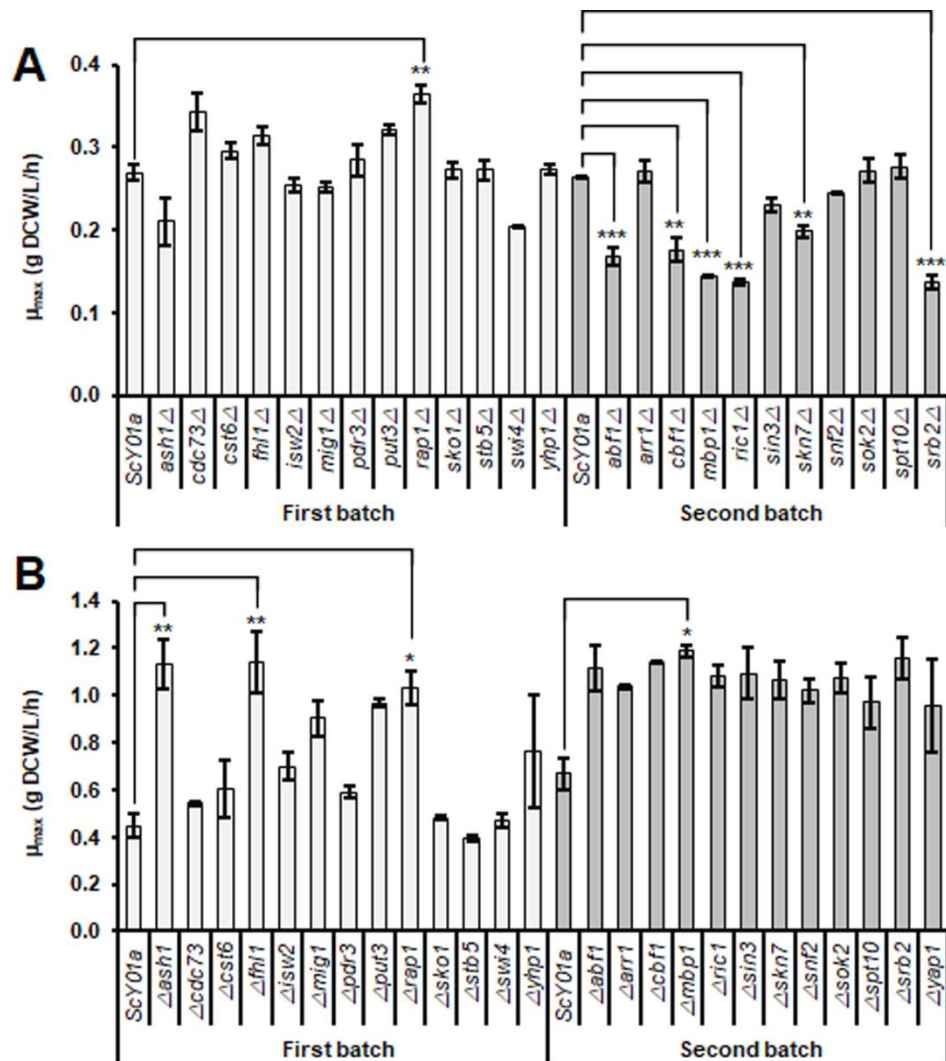

Supplementary Figure 1. Maximum growth rates (μ_{max}) of 23 key TF single deletion strains at elevated (A, 40°C) and normal (B, 30°C) temperatures compared with the wild type strain ScY01a. Fermentations were performed in two batches using YP medium containing 200 g/L glucose and initial OD₆₀₀ of 0.5 at 220 rpm. Data represent the mean and standard error of duplicate cultures. Statistical analysis was performed using one-way ANOVA (with strains as the factor) followed by Tukey's multiple-comparison posttest (* $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$, compared to the wild type strain ScY01a in each batch).

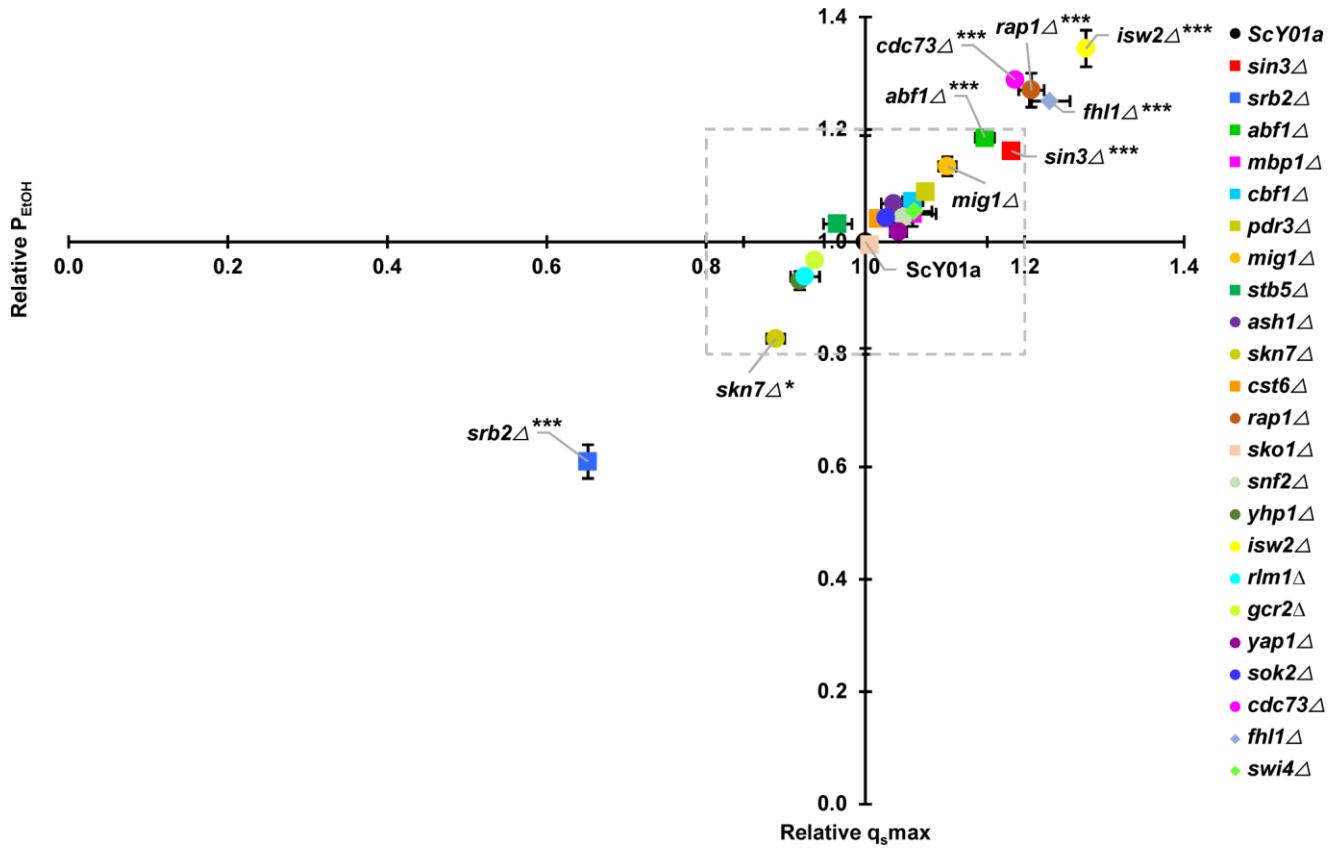

Supplementary Figure 2. Effects of key TF deletions on fermentation rates at normal (30°C) temperature. The relative glucose consumption rate ($q_{s,max}$) and ethanol productivities (P_{EtOH}) were obtained by comparisons to the wild-type strain ScY01a (normalized to 1.0). Plots of relative $q_{s,max}$ versus relative P_{EtOH} are shown. The legends from top to bottom are arranged in descending order of relative $q_{s,max}$ at 40°C. Each point represents duplicate fermentations using a starting glucose concentration of 200 g/L and starting OD_{600} of 0.5. The glucose consumption rate and ethanol productivity for the ScY01a strain at 40°C were 10.33 ($\pm$ 0.15) g/L/h and 4.91 ($\pm$ 0.21) g/L/h, and those at 30°C were 13.65 ($\pm$ 2.09) g/L/h and 5.83 ($\pm$ 1.10) g/L/h, respectively. Statistical analysis was performed using two-way ANOVA (with strains and fermentation rate including $q_{s,max}$ and P_{EtOH} as the factors) followed by Tukey's multiple-comparison posttest (* P < 0.05, ** P < 0.01, *** P < 0.001).

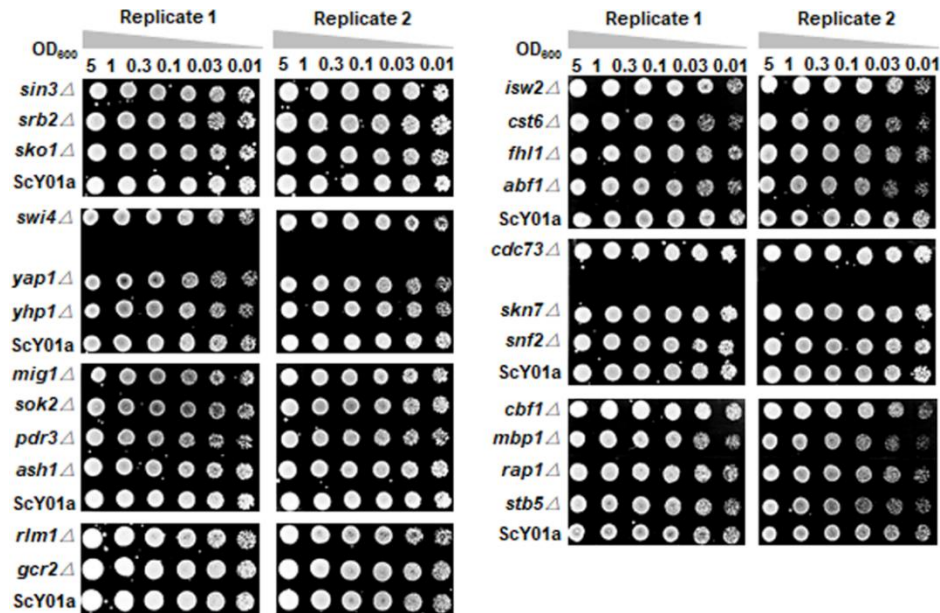

Supplementary Figure 3. Spotted cell growth of key TF deletion strains before heat shock treatment. The 23 TFs deletion mutant strains and the wild type strain ScY01a (Supplementary Table S1) were grown in biological duplicates to early-log phase in YP medium containing 200 g/L glucose (YPD medium). Cells were harvested and resuspended to 5.0 OD₆₀₀ and serially diluted to the OD₆₀₀ indicated and spotted on YPD plates without heat shock treatment. The plates were incubated for 2 days at 30°C and imaged.

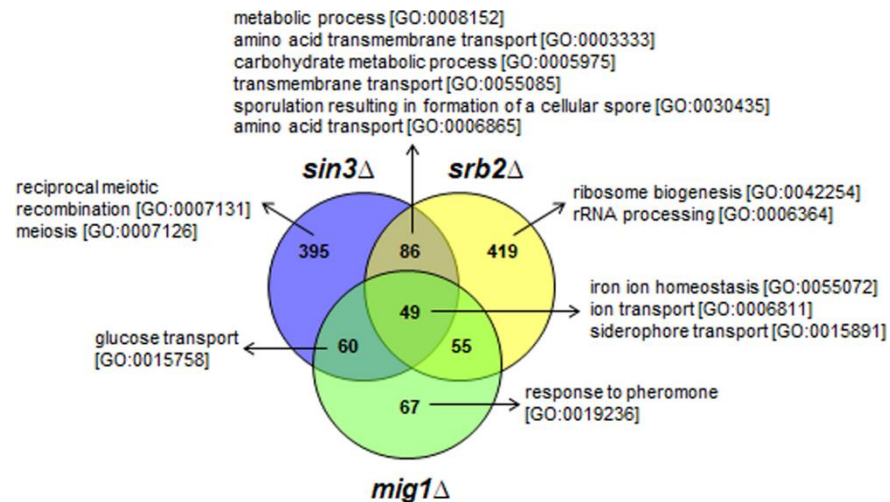

Supplementary Figure 4. Common and specific SDEGs and GO biological processes caused by *SIN3* (in blue), *SRB2* (in yellow) and *MIG1* (in green) deletions.

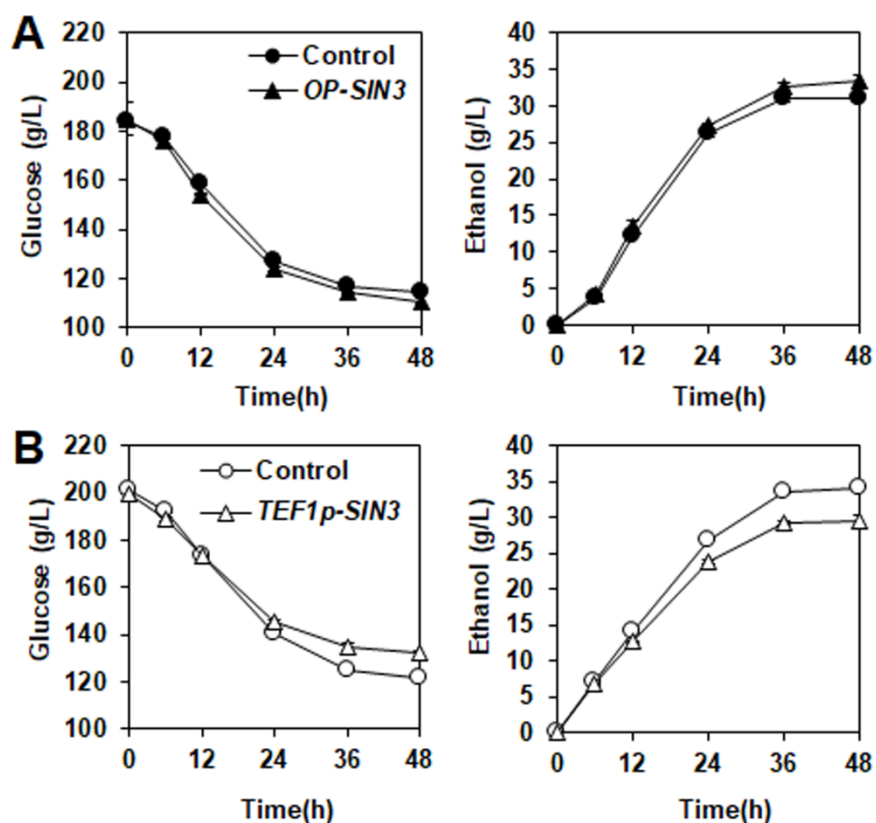

Supplementary Figure 5. Glucose consumption and ethanol production profiles of ScY01a (*ura3Δ*) and SIN3 overexpression strains using its original promoter (OP) (**A**) and using the strong TEF1 promoter (TEF1p) (**B**). Fermentation experiment was performed as previously reported (Xiao et al., 2018). Each point represents duplicate fermentations using a starting glucose concentration of 200 g/L and starting OD₆₀₀ = 0.5.

How the deposited data were processed for this re-analysis (not part of the article)

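RNA-seq of 4 yeast strains at 30°C, ScY01a and its *sin3∆*, *srb2∆* and *mig1∆* derivatives, was analysed, with 2 libraries per strain. Per the paper's methods and the submitters' notes, the authors mapped reads to R64 with Bowtie2 2.2.3 and computed the RPKM values with RSEM, and the name of the table says that they were TMM-normalized between libraries. The RPKM values were used as deposited. The log2 fold changes and the p-values and FDR of the comparison tables were made by the authors with DESeq2, per the paper's methods. Those tables hold the genes the authors called, and here they served for the overlap of calls and for the authors' counts. Of the 6103 lines of the table of all genes, 3 were empty and are not reported here, 5977 were matched to a locus of R64, and 309 were at 0 in all libraries. The 10 highest genes took 10.8% to 14.5% of the summed values of a library. Read counts were not used here, so no counting error could be given for a value, and the precision is that of 2 libraries per strain.
Values were transformed as log2(RPKM + 1). Genes with at least 1 RPKM in at least 2 libraries were kept, and the 4 groups were fitted together in limma 3.58.1 under R 4.3.3 with a trended prior. The fit had 4 residual degrees of freedom. Each deletion was compared with the wild type, with p-values adjusted by Benjamini and Hochberg over 5628 genes, and a gene was called at a fold change of at least 2 and an adjusted p of at most 0.05. The test was tried on simulated data with known changes. The 44 gene lists were written from textbook knowledge after reading the paper and its Tables S4 and S5, which include results of these libraries. They were tested with limma's camera at a preset correlation of 0.01, adjusted over lists and 3 deletions, and again with an estimated correlation and with fry. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots drawn with matplotlib 3.10.9.
The genes named in the text follow a rule. It covers *SIN3*, *SRB2* and *MIG1*, the genes of the categories that the paper's text names for the comparison of 40°C with 30°C where Table S4 lists 20 or fewer, and the transcription factors downstream of each deletion, with the called ones named up to 10 per deletion. It also covers, per deletion, the 8 largest rises and 8 largest falls among called genes with a mean of at least 10 RPKM whose libraries lay apart, and up to 4 called members of each list described. Values in the paper's Tables S3 to S6 had been seen when the rule was written. *AZR1*, *RPL29*, *MIG1* in *srb2∆*, and *HAC1* in *srb2∆* and *mig1∆* were chosen after their values were seen.
Alternatives were median-ratio scaling, scaling without the ribosome genes, quantile normalization, no low-value filter, a filter at 10 RPKM, pseudocounts of 0.1 and 5, limma without the trend, each pair of groups fitted alone, no fold threshold, a test against a fold change of 1.5, leaving out each library of the 2 groups compared in turn, and a replicate block for *srb2∆*. Leaving out genes under 300 bases and using the *mig1∆* libraries as the control were added after the data had been seen. The 40°C libraries were not used here, and 40°C values are the paper's.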

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

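The tests of explanations in this part were chosen after the results were seen, although the separate controls and the scaling without ribosome genes had been listed as alternatives earlier.
At 6 genes that the paper's text does not name, every *sin3∆* and *srb2∆* library was at 10 RPKM or more. Each of these libraries was also at least 10 times every wild-type and *mig1∆* library. The medians over the 4 *sin3∆* and *srb2∆* libraries were 161 RPKM for *UIP3*, 199.7 RPKM for *PRM7*, 182 RPKM for *BSC1*, 33.8 RPKM for the aquaporin gene *AQY2*, 33.4 RPKM for *ENB1*, a siderophore transporter gene, and 20.3 RPKM for *ZNF1*. *ENB1* was listed at 0 in the wild-type and *mig1∆* libraries. *PRM7* (chromosome IV of R64 from 381985 to 384081) and *BSC1* (from 384601 to 385587) are neighbours. *UIP3* (chromosome I from 183770 to 184477) lies beside *KTD1* (from 184892 to 185596), which ran the other way: it was listed at 0 in the 4 *sin3∆* and *srb2∆* libraries and lay between 40.0 and 49.2 RPKM in the others.
With the reverse cases there were 27 such genes, 6 on in *sin3∆* and *srb2∆* and 21 on in the wild type and *mig1∆*, against 0 for the wild type paired with *sin3∆* or with *srb2∆*. The paper's wild-type values at 40°C were 579 and 333 for *UIP3* and 23.9 and 45.7 for *PRM7*. For these 2 genes that argues against absence from the wild type as cultured at 40°C. The cultures at 30°C were another batch, and whether they held the same genome was not checked. Switching by the deletion at both temperatures is argued against where the paper lists the other direction at 40°C, in 5 of 17 comparisons of these genes. The other 12 comparisons had the same direction at both temperatures, so that for them it stays open. A strain or culture difference between the pairs of strains stays open and cannot be told apart from an effect of both deletions. Either would split the same strains, and the 27 genes were picked for that split. *UIP3* and *KTD1* belong to 1 gene family and may share reads.
The calls of *sin3∆* and *srb2∆* overlapped, with 573 genes higher in both, 447 lower in both and 33 in opposite directions, where independent lists would share 149 and 102. The comparisons use the same wild-type libraries. In 100 simulations of unchanged groups at most 2 calls were shared, but unchanged groups give few calls. That count cannot show how far a shared control adds to the overlap of changed genes. The covariance of the log2 fold changes was 1.03, beside 0.0199 in the simulations. With *mig1∆* libraries as the control for *srb2∆*, 819 calls were shared where 210.4 would be by independent lists. With scaling computed without the ribosome genes 1035 were shared where 257.8 would be. These counts argue against noise of the shared wild-type libraries and against the scaling as the whole cause. The *mig1∆* libraries lay close to those of the wild type (correlations from 0.966 to 0.975). This control therefore cannot address a strain or culture state that *mig1∆* and the wild type share. Growth stage at harvest stays open: the general stress response list had a median log2 fold change of -3.69 in *srb2∆* while the ribosome biogenesis list rose. The paper reports no significant effect of either deletion on growth at 30°C in its fermentation cultures. Fermentation rates there, it reports, fell markedly in *srb2∆* and increased in *sin3∆*. Its methods describe harvest in early log phase for the 40°C RNA cultures. The stage of the cultures harvested for RNA was not analysed here.
Short genes were often listed at 0 in some libraries and at 20 RPKM or more in others: 29 of 130 genes under 300 bases (22.3%) and 14 of 4420 longer genes (0.317%; Fisher's exact test, two-sided, p = 3.6e-36). This is consistent with a limit that gene length sets on the estimate. Switching by the deletions is argued against, since for 19 of the 29 genes the 2 libraries of 1 strain were split. *RPL29*, of 180 bases, was listed at 0 in 7 libraries and at 5726 RPKM in *sin3∆* replicate 1.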

How the results depend on the processing

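Leaving out genes under 300 bases and using *mig1∆* as the control were chosen after the data were seen. Over counts, set tests and shared calls, 321 of 355 values under alternatives stayed within 1.5 times the reported count or on the same side of the test. Over the alternatives other than no fold threshold, with the test against a fold change of 1.5 included, genes higher ranged from 799 to 1137 in *sin3∆*, from 620.0 to 958 in *srb2∆* and from 22 to 74 in *mig1∆*, and genes lower from 541 to 796, from 635 to 948 and from 11 to 43. For the named genes, 13988 of 14506 values kept direction and call, 416 were no longer called, 100 were newly called and 2 reversed: with *mig1∆* as the control, *CUP1-1* and *CUP1-2* in *srb2∆* had log2 fold changes of -0.14, against 6.30 with the wild type, since both genes were higher in *mig1∆* as well.
Without a fold threshold, more genes pass by construction. The counts higher and lower were then 2161 and 2002 in *sin3∆* (995 and 685 with the threshold), 2000.0 and 2045 in *srb2∆* (844 and 837), and 417 and 265 in *mig1∆* (56 and 37), with 2940.0 calls shared by *sin3∆* and *srb2∆* (1020.0). Of genes increased at 40°C, 122 in *sin3∆* (70 with the threshold), 23 in *srb2∆* (11) and 15 in *mig1∆* (4) were lower at 30°C, and 38 in *mig1∆* (16) higher. Of genes decreased at 40°C, 56 in *sin3∆* (27), 26 in *srb2∆* (9) and 6 in *mig1∆* (0) were higher, and 73 in *sin3∆* (41) and 13 in *mig1∆* (1) lower.
For the other settings of this paragraph the cause was not tested. At a pseudocount of 5, 32 genes were higher in *mig1∆*, against 56. Tested against a fold change of 1.5, 22 were higher and 11 lower in *mig1∆*, and of the genes increased there at 40°C 10 were higher and 0 lower, against 16 and 4. With quantile normalization 17 genes decreased at 40°C in *sin3∆* were higher at 30°C, against 27, and 16 with *mig1∆* as the control. Under quantile normalization 4 genes were lower in *mig1∆* at both temperatures, against 1. With 1 library left out, when the lone library is assumed to vary like the other groups, genes increased at 40°C but lower at 30°C in *mig1∆* ranged from 1 (without wild-type replicate 2) to 4, against 4 with all libraries, and those lower at both temperatures, 1 with all libraries, from 1 to 5 (5 without wild-type replicate 2, 3 without *mig1∆* replicate 2, 2 without wild-type replicate 3).
For the set tests the cause was not tested. Each of the 44 lists was counted once per deletion. With an estimated correlation 0 of these list tests passed camera, against 64 with the preset one, and 98 passed fry, which does not compare a list with other genes. The sets of genes increased at 40°C had a camera adjusted p of 0.353 in *sin3∆* and 0.330 in *mig1∆* with an estimated correlation (0.0123 and 6.7e-04 with the preset one), and those decreased in *mig1∆* 0.247 (1.3e-05). The genes decreased in *sin3∆*, with 0.0567 in camera, passed fry (adjusted p = 9.0e-04). With replicate numbers as a block, *srb2∆* had 848 genes higher and 843 lower and 21 lists passing, against 844, 837 and 21. The correlation of deviations of same-numbered libraries was 0.0614. The authors' p-values over all genes were not run as an alternative, because their tables hold only called genes. The depth in reads is unknown, and values near 1 RPKM follow the pseudocount.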

Differences from the paper's values

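At the paper's thresholds, 28 of 30 compared counts lay within 1.5 times the paper's. For genes decreased in *mig1∆* at both 40°C and 30°C the paper's count is 3 and the count here was 1. Of the alternatives set before the data were examined, quantile normalization (4), leaving out *mig1∆* replicate 2 (3) and leaving out wild-type replicate 3 (2) gave counts within 1.5 times the paper's, the bound used here for a difference. The count was 13 without a fold threshold, 5 without wild-type replicate 2, and 1 under median-ratio scaling, scaling without ribosome genes, both filters, both pseudocounts, no trend, the 2 groups alone, the test against 1.5-fold and without *mig1∆* replicate 1.
For genes increased in *mig1∆* at 40°C but decreased at 30°C the paper's count is 7 and the count here was 4. The fit of the 2 groups alone, with 6, lay within 1.5 times it. The other alternatives set before the data were examined lay outside: 15 without a fold threshold, 4 under each of the scalings, without the low-value filter, without the trend and without wild-type replicate 3, 3 with the filter at 10 RPKM, either pseudocount and without either *mig1∆* library, 1 without wild-type replicate 2, and 0 in the test against 1.5-fold.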

Other observations

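In *sin3∆* and *srb2∆*, iron uptake and DNA replication genes rose at 30°C. Of 26 iron regulon genes, 14 were higher and none lower in *sin3∆* (adjusted p = 0.00285 from limma's camera, adjusted p = 0.278 with an estimated correlation), and 9 were higher and 1 lower in *srb2∆* (adjusted p = 0.0129 from limma's camera, adjusted p = 0.345 with an estimated correlation). *FIT2*, a cell wall mannoprotein gene of siderophore retention, went from 7.08 ± 2.34 RPKM (SD, n = 2) in the wild type to 167 ± 7.16 RPKM (SD, n = 2) in *sin3∆* (log2 fold change 4.41, standard error 0.22, adjusted p = 2.3e-06 from limma), and *SIT1*, a siderophore transporter gene, from 2.72 ± 0.271 RPKM (SD, n = 2) to 38.7 ± 1.40 RPKM (SD, n = 2) (log2 fold change 3.41, standard error 0.11, adjusted p = 3.5e-07 from limma). Of 20 genes of DNA replication and the G1/S transition, 12 were higher and 1 lower in *sin3∆* (adjusted p = 3.1e-04 from limma's camera, adjusted p = 0.345 with an estimated correlation), and 12 higher and none lower in *srb2∆* (adjusted p = 2.0e-05 from limma's camera, adjusted p = 0.333 with an estimated correlation). With *mig1∆* as the control, chosen after the data were seen, 5 were higher in *srb2∆*. The counts of these lists were the same when adjusted over the list alone.
Thiamine and reserve carbohydrate genes fell in *sin3∆* as in *srb2∆*. Of 17 thiamine genes, 11 were lower and 1 higher (adjusted p = 4.0e-04 from limma's camera, adjusted p = 0.27 with an estimated correlation). Near-identical paralogs such as those of *THI11* may share reads, so that calls within that family may not be independent. Of 18 genes of glycogen and trehalose, 12 were lower and 1 higher (adjusted p = 5.7e-04 from limma's camera, adjusted p = 0.494 with an estimated correlation). Of 30 genes of oxidative phosphorylation, 11 were lower and none higher in *sin3∆* (adjusted p = 8.3e-05 from limma's camera, adjusted p = 0.345 with an estimated correlation), and 8 were lower and 1 higher in *srb2∆* (adjusted p = 0.00327 from limma's camera, adjusted p = 0.412 with an estimated correlation). Without genes under 300 bases, a setting chosen after the data were seen, 5 were lower in *srb2∆*. The counts were the same when adjusted over the list alone.
*HSP12* was at 5590.4 and 6731 RPKM in the wild type at 30°C and at 22.7 and 24.2 RPKM in *srb2∆*. The paper's values at 40°C are 520.1 and 310.1 RPKM in the wild type and 3336 and 2043 RPKM in *srb2∆*, and the difference between temperatures was not tested. *HAC1* was at 1432 and 1355 RPKM in the wild type, 328 and 329 RPKM in *sin3∆*, 404 and 392 RPKM in *srb2∆*, and 1049 and 1256 RPKM in *mig1∆*.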
